# Paternal obesity induces changes in sperm chromatin accessibility and has a mild effect on offspring metabolic health

**DOI:** 10.1016/j.heliyon.2024.e34043

**Published:** 2024-07-05

**Authors:** Iasim Tahiri, Sergio R. Llana, Júlia Fos-Domènech, Maria Milà-Guash, Miriam Toledo, Roberta Haddad-Tóvolli, Marc Claret, Arnaud Obri

**Keywords:** Paternal obesity, Sperm epigenetic, Metabolic health, Epigenetic inheritance

## Abstract

The increasing global burden of metabolic disorders including obesity and diabetes necessitates a comprehensive understanding of their etiology, which not only encompasses genetic and environmental factors but also parental influence. Recent evidence has unveiled paternal obesity as a contributing factor to offspring's metabolic health via sperm epigenetic modifications. In this study, we investigated the impact of a Western diet-induced obesity in C57BL/6 male mice on sperm chromatin accessibility and the subsequent metabolic health of their progeny. Utilizing Assay for Transposase-Accessible Chromatin with sequencing, we discovered 450 regions with differential accessibility in sperm from obese fathers, implicating key developmental and metabolic pathways. Contrary to expectations, these epigenetic alterations in sperm were not predictive of long-term metabolic disorders in offspring, who exhibited only mild transient metabolic changes early in life. Both male and female F1 progeny showed no enduring predisposition to obesity or diabetes. These results underscore the biological resilience of offspring to paternal epigenetic inheritance, suggesting a complex interplay between inherited epigenetic modifications and the offspring's own developmental compensatory mechanisms. This study calls for further research into the biological processes that confer this resilience, which could inform interventional strategies to combat the heritability of metabolic diseases.

## 1 Introduction

The rising prevalence of metabolic conditions like obesity, diabetes, and cardiovascular disease highlights a major global public health concern [1,2]. Those diseases arise from an intricate interaction of genetic, environmental, and behavioral variables [[3], [4], [5]]. Recent data stresses the crucial importance of parental contributions to the metabolic wellness of offspring, indicating that the health of parents at the time of conception can have significant impact on the future health trajectory of the following generation [6]. Maternal influences, such as obesity and diabetes during pregnancy, predispose offspring to similar metabolic disorders through mechanisms including altered fetal programming and changes in the uterine environment [7,8]. These maternal contributions are now complemented by emerging evidence on the significant role of paternal factors. Epidemiological studies have established a correlation between the metabolic health of children and parameters such as the paternal body weight, dietary habits, and overall lifestyle [[9], [10], [11], [12], [13], [14]]. Animal studies have emerged as a crucial method for understanding the mechanisms that explain how paternal metabolism affects offspring health. This is especially important because human epidemiological research has inherent limitations. The initial data came from a study that showed that the offspring of fathers who were fed a high-fat diet (HFD) had metabolic alterations such as decreased insulin secretion and glucose intolerance [15]. Later, it was shown that paternal obesity can also lead to alteration that persist in the second generation (F2) [16]. Recent evidence suggests that long-term exposure across multiple generations to obesogenic diet can create an epigenetic susceptibility to metabolic diseases [17]. This further emphasizes the persistent effect of a father's eating habits on the health of future generations. In fruit flies, short-term increases in dietary sugar intake in fathers resulted in obesity, higher triglyceride levels, and increased food intake in the first generation (F1) progeny [18].

Epigenetic modifications involve various processes that can influence gene expression, such as DNA methylation, histone modifications, and noncoding RNAs. The mentioned modifications possess the capacity to influence gene expression while keeping the underlying DNA sequence intact [19]. Noncoding RNA families seem to have a predominant role in transferring the father's influence to offspring metabolic health [20]. Initial findings suggested that offspring generated through in vitro fertilization using sperm from males who were obese and carried small RNAs showed early indications of poor glucose tolerance and insulin resistance. These indicators were observed as early as seven weeks of life [21]. Small RNAs are transmitted in a dynamic manner from the epididymis to mature sperm [22,23]. Among these, transfer RNA-derived short RNAs (tsRNAs) have a role in controlling gene silence, responding to stress, and regulating cellular metabolism [24]. Specifically, tsRNA, generated by the enzyme DNA methyltransferase 2 (DNMT2), are essential and sufficient to transmit paternal acquired metabolic disorders to the offspring [25]. Sperm micro-RNA (miRNA) profiles are greatly affected by diet and exercise, and it has been suggested to have repercussions in glucose metabolism in adult offspring [[26], [27], [28]]. Research conducted on rats has demonstrated that there is a similarity in the sperm DNA methylation pattern of obese fathers and their offspring [16]. Similarly, a low protein diet affects sperm DNA methylation in mice, which can be observed in later generations [29]. Sperm chromatin structure is unique, characterized by a predominantly protamine-based composition that replaces most histones during the process of spermatogenesis. Our current understanding of sperm chromatin structure is notably incomplete, and this lack of comprehensive knowledge challenges our grasp of its true complexity and implications for epigenetic inheritance. Initial research has detected the existence of significant epigenetic modifications in sperm. Initial research has discovered the existence of significant epigenetic markings in sperm. One such example is the observation of histone H3 lysine 27 trimethylation (H3K27me3) on genes that are prepared for activation in the early stages of embryonic development [30,31]. Males who consume a high-fat diet have altered H3 content at critical genes related to development [32].

Despite notable progress in gaining insights into the impact of epigenetic changes in sperm in the transmission of metabolic traits the exploration of sperm chromatin accessibility in this area has not been thoroughly investigated. Some reports have examined it in different contexts but not specifically in relation to the inheritance of metabolic traits [33]. We aimed to better understand the effects of sperm chromatin accessibility from the father on the metabolic health of the offspring. We utilized Assay for Transposase-Accessible Chromatin with sequencing (ATAC-seq), an unbiased approach to map chromatin accessible sites genome-wide. By feeding male mice an obesogenic diet rich in fat and carbohydrates (a so-called Western diet or WD) to induce obesity, we were able to investigate the subsequent changes in sperm chromatin accessibility. Our findings reveal that exposure to a WD significantly alters the accessibility of numerous genes implicated in a variety of biological pathways, particularly those related to metabolism and development. Nonetheless, mating these obese males with lean females resulted in offspring that exhibited only mild metabolic changes in body weight and glucose homeostasis with and no apparent predisposition to obesity or diabetes in the F1 generation. This indicates that while diet induces alterations in sperm chromatin accessibility that may influence progeny, the resultant metabolic effects are not pronounced.

## 2 Material and methods

### 2.1 Animal care and diets

The University of Barcelona Ethics Committee approved all animal research (Approval No. CEEA-168/20), which was conducted in accordance with the current laws in Catalonia, Spain, and Europe. Three-week-old C57BL/6JRccHsd virgin male and female mice were acquired from Envigo. At four weeks old, male mice were randomly assigned to two groups: the first group received a control diet (#2014S, maintenance diet with 14 % protein; Envigo), while the second group was provided with a Western diet (#D12079B, 40 % kcal from fat and 43 % kcal from carbohydrates; Research Diets) for a duration of six months. Female mice were kept in the facility until they reached reproductive maturity. F1 offspring were kept on the control diet from birth until day 21 (P21). Mice were housed in a controlled environment, maintaining a temperature range of 20-24 °C and a 12-h light-dark cycle. The mice's health condition was constantly evaluated.

#### 2.1.1 Breeding strategy

At 28 weeks of age, male mice from both the control and Western diet groups were paired with nulliparous 8-week-old females for one week. During this period, the females were provided with the same diet as their respective male partners. Although exposing females to a Western diet during the mating period (up to one week) may have some impact on oocytes and subsequently on offspring development. After mating, the females were separated and housed with another female from the same paternal diet group and were switched back to the control diet until the offspring were born. Starting from day 18 of pregnancy, the females were observed daily. Litter size equalization was implemented to ensure that each mother reared an equal number of offspring, specifically seven to eight pups per female. When adjusting litter sizes, we removed the lightest pup whenever possible. If this was not feasible, the adjustments were done randomly. We did not take the sex of the pups into account during litter size adjustment. This approach was used to minimize variation between litters caused by competition for postpartum nutrients.

Non-pregnant females or those that had litter loss were excluded from the study. At P21, the first-generation (F1) offspring were separated from their mothers and organized into groups. F1 offspring from each paternal group were divided into two subgroups: one subgroup remained on the control diet, while the other subgroup received a Western diet starting at 12 weeks of age. We ensured that each litter was represented in both subgroups.

### 2.2 Mouse mature sperm extraction

Mouse mature sperm extraction was carried out in accordance with the protocol used for murine in vitro fertilization [34]. For each dissection, a Petri dish was prepared containing 1 mL of 1x PBS at its center, subsequently overlaid with paraffin oil (# 76235, Sigma). Following euthanasia of the male mouse by cervical dislocation, both caudae epididymides were excised and positioned on the paraffin oil in the Petri dish. Each cauda was incised midway using scissors, releasing the sperm clusters, which were then coaxed towards the 1x PBS at the dish's center. Following a 10-min period of incubation at ambient temperature, the phosphate-buffered saline (PBS) solution containing the sperm was gathered and centrifugated at 600g at a temperature of 4 °C for a duration of 5 min. The sperm was thereafter washed twice with 1x PBS.

### 2.3 Gene expression analysis by quantitative PCR

Sperm total RNA was isolated from mature sperm using TRIZOL (#15596026, Invitrogen) using a standard protocol. The conversion of total RNAs into cDNA was performed using the High-Capacity cDNA Reverse Transcription Kit (#4368813, Thermo Fisher). Quantitative PCR (qPCR) was conducted using an ABI Prism 7900 HT system (Applied Biosystems). The qPCR analysis utilized Taqman Gene Expression assay probes (Applied Biosystems) for the following genes: *Prmt1* (Mm01342731_g1, Thermo Fisher), *Prmt2* (Mm03048199_m1, Thermo Fisher), *C-Kit* (Mm00445212_m1, Thermo Fisher) and *E-Cadherin* (Mm01247357_m1, Thermo Fisher). Gene expression was normalized using the relative levels of *Prmt1* as a reference.

### 2.4 Biomarkers quantification assays

Plasma insulin levels were quantified in F1 offspring using enzyme-linked immunosorbent assay (ELISA) kit (Crystal Chem #90080) and by following the protocol provided by the manufacturer. Hepatic triglycerides were quantified on liver extract using a commercial kit and following manufacturer instructions (BioVision #K622-100).

### 2.5 Metabolic function assays

All metabolic assays, including GTT, ITT, and PTT/GlyTT, were conducted in the F1 offspring. These tests were performed at postnatal day 21 (P21), 12 weeks of age, and 24 weeks of age (at the end of the 12-week Western diet feeding).

#### 2.5.1 Body weight and blood collection

Body weights were measured using a precision scale. Blood samples were collected from the offspring via tail vein using a capillary collection system with EDTA (NC9141704, Sarstedt). The blood samples were then centrifuged at 600g for 10 min at 4 °C and stored at −80 °C until further analysis.

#### 2.5.2 Glucose tolerance test (GTT)

GTT was conducted by administering a single dose of glucose (2 g/kg of body weight – 620724, Fresenius Kabi) through an intraperitoneal injection in mice that had fasted for 6 h. Glucose was dissolved in sterile saline solution. Animals were fasted for 6 h. Blood samples were obtained from the tail before to glucose administration (0min) and at 15, 30, 60, and 120min thereafter. The blood glucose concentration was promptly assessed using a glucose meter (Nova Pro Biomedical).

#### 2.5.3 Insulin tolerance test (ITT)

ITT was performed by administering a single injection of insulin (0.5 IU/kg of body weight - #C.N 710008.9, Lilly). Animals were fasted for 6 h. Glucose levels in the blood were assessed before the injection (0 min) and at 15, 30, 60, and 120 min after the injection. If the blood glucose level of a mouse dropped below 30 mg/dL, it was administered a rescue intraperitoneal injection of glucose, and thereafter removed from the experiment. Mouse tail vein blood samples were collected, and blood glucose concentrations were promptly assessed using a glucose meter (Nova Pro Biomedical).

#### 2.5.4 Pyruvate and glycerol tolerance test (PTT/GlyTT)

PTT and GlyTT was carried out by administering one intraperitoneal dose of sodium pyruvate or glycerol at a concentration of 1 g/kg. The sodium pyruvate (P3662, Sigma) or glycerol (G551, Sigma) was dissolved in a saline solution. Animals were fasted for 16 h. Pre-injection blood glucose concentrations were assessed at time 0 min, and post-injection measurements were taken at 15, 30, 60, and 120 min. Mouse tail vein blood samples were obtained, and blood glucose concentrations were promptly assessed using a glucose meter (Nova Pro Biomedical).

### 2.6 Assay for transposase-accessible chromatin followed by sequencing

Mature sperm from six F0 CD males and four F0 WD males were extracted. ATAC-seq was performed on individual samples and according to a modified Omni-ATAC protocol [35]. The mature sperm was counted using a Neubauer chamber. Nuclei from 100,000 mature sperm were isolated with a lysis solution at cold temperature, composed of 10 mM Tris-HCl (pH 7.5), 10 mM NaCl, 3 mM MgCl2, 0.1 % IGEPAL, 0.1 % Tween-20, and 0.01 % Digitonin. These nuclei were then treated with a transposase mixture that included 1 % digitonin and 10 % Tween-20, and incubated at 37 °C for 30 min. After tagmentation, proteinase K and 150uM of dithiothreitol (DTT) were added and allowed to incubate for a duration of 2 h at 55 °C. The tagmentated genomic DNA was retrieved using Phenol:Chlorophorm:Isoamyl alcohol and then precipitated with ethanol. Library amplification was achieved using 2X KAPA HiFi mix and 25 μM indexed primers under PCR conditions that included an initial denaturation at 98 °C for 30 s, 11 cycles of denaturation at 98 °C for 10 s, annealing at 63 °C for 30 s, and extension at 72 °C for 1 min. Each ATAC-seq experiment was conducted with 4 and 6 biological replicates on control diet (F0 CD) and Western diet (F0 WD) groups respectively. The libraries were processed using an Illumina NextSeq2000 sequencing platform, operating in paired-end mode with a read length of 2 × 50 bp. Each sample generated a minimum of 60 million paired-end reads after completing all quality control procedures.

### 2.7 ATAC-seq processing and analysis

TrimGalore v0.6.10 was utilized for adapter and quality trimming. Afterward, we aligned the paired-end sequences to mouse reference genome (mm10) employing Bowtie2 v2.4.5, with settings –N 1 -L 25 -X 2000 -k 20, while avoiding mixed and discordant alignments [36]. Duplicate reads were identified and removed with Picard v2.24.0. Filtering of unmapped sequences, low-quality alignments (q < 5), and duplicates was carried out using Samtools [37]. We also excluded sequences aligning to mitochondrial DNA, chromosome Y, and alternative chromosomes. Aligned reads were shifted +4/-5 bp for forward/reverse strands respectively, accounting for the 9-bp duplication created by DNA repair of the nick by transposase, achieving base-pair resolution of transcription factor motif-related analyses. We only analyzed fragments between 50 and 115 bp). We performed peakcalling using MACS2 v2.2.7.1 with parameters -q 0.05 -f BED --nomodel --shift −100 --extsize 200 --keep-dup all --call-summits; using BED files (converted from BAM) as input [38]. A consensus peak matrix was created merging the narrowPeak output files from MACS2, this was used to create a matrix of peak counts per sample to keep peaks detected in at least two samples. 

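The peak lists of the 10 sperm libraries were merged where their intervals overlapped by at least 1 bp, which gave 113493 regions. Of these, 88730 regions (78.2%) had a peak in a single library and 24763 had a peak in at least 2 libraries and formed the consensus regions. The consensus regions had a median width of 356 bp and covered 9.68 Mb of mm10. Peaks of both diets were found in 18052 consensus regions, peaks of F0 CD libraries alone in 5409 and peaks of F0 WD libraries alone in 1302. The numbers for one diet alone cannot be compared directly, since 6 F0 CD libraries stand against 4 F0 WD libraries. Detection in all 10 libraries was seen for 561 regions. The number of consensus regions depended most on the number of libraries required, since 13445 regions had a peak in at least 3 libraries.

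**Figure D1:**
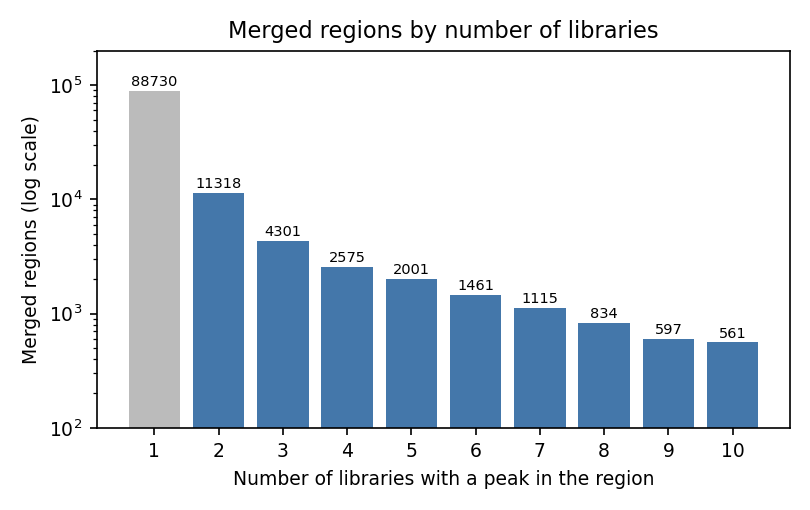
Number of merged regions (vertical axis, log scale) by the number of sperm libraries with a peak in the region (horizontal axis), with regions of a single library in grey and consensus regions in blue. The number of regions falls from 88730 in 1 library to 561 in all 10 libraries.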

Differential accessibility was analyzed using DESeq2 v1.40.2, comparing consensus peaks between control and Western diet groups [39], with accessibility differences defined by log2 fold change thresholds of >1 for increased, and < −1 for decreased, accessibility under a Western diet, considering a p-value <0.05. Nearest transcription start sites to differentially accessible peaks were identified using the ChIPseeker's annotatePeak function v1.36 and TxDb.Mmusculus.UCSC.mm10.knownGene v3.10 as reference [40]. Gene Ontology enrichment was performed with gprofiler2, adhering to an FDR <0.05 [41]. Transcription factor motif enrichment analyses were performed using HOMER v4.11.1 findMotifsGenome.pl with mm10 (v6.4) genome and -size given parameter; identifying known transcription factor motif sequences [42]. Western diet peaks with increased differential accessibility were compared to the ones of control diet and vice versa. R code scripts are available at https://github.com/SergioRodLla/Paternal-obesity-induced-changes-in-sperm-chromatin-accessibility-and-have-mild-effect-on-offspring.

### 2.8 Statistical analysis

Data is presented as the mean value accompanied by their respective standard errors (SEM). Statistical evaluations were conducted with GraphPad Prism software (version 9.0). Details on the specific statistical tests applied to each study are indicated in the legends accompanying the figures.

## 3 Results and discussion

### 3.1 Obesity modifies sperm chromatin accessibility

In order to examine the possible influence of alterations in sperm chromatin accessibility on the transfer of obesity susceptibility to offspring, we initially produced obese male mice through the use of a diet-induced obesity protocol. Male mice that were four weeks old were provided with either a control diet (referred to as F0 CD) or a Western diet (referred to as F0 WD) for a duration of six months. Most studies use high-fat-diet (sometimes ≥60 % fat) that most likely results in deficiencies of important nutrients and fiber, possibly contributing to the observed deleterious effects. Here we use a standardized rodent diet that better mimics a human Western diet [43]. As anticipated, male mice consuming a WD gained significantly more weight and developed diabetes when compared to male fed a CD (Supplementary Figs. 1A–D), which validated our obesity model.

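Sperm chromatin was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA. Sperm came from 6 F0 CD and 4 F0 WD males that had received their diet for 6 months from 4 weeks of age. These group sizes are those of the sample titles, the first sentence of the ATAC-seq methods and the legend of Fig. 1. A later methods sentence and the protocol in the sample labels give 4 control and 6 Western diet mice. The methods give 11 PCR cycles for the libraries and the labels give 8 to 11. The authors aligned 50-bp read pairs to mm10, kept fragments of 50 to 115 bp and called peaks with MACS2 in each library separately at q 0.05. The deposited files therefore hold 1 list of peaks per mouse, each peak with its position, its summit, its fold enrichment and the −log10 of its p and q values. Read counts per region, which the paper's differential test used, are not part of these lists, and the detection of a peak in each library was compared instead.
The depth behind each list was recovered from the peaks. The fold enrichment and the Poisson p of a summit together fix the number of reads at the summit and the local background, and both were solved for 182959 of the 183672 summits. The lowest background of a library is proportional to the number of reads that entered peak calling. It ranged from 2.46 to 4.42 reads per 200-bp window in F0 CD, with a median of 3.45, and from 2.11 to 3.71 in F0 WD, with a median of 2.81 (exact two-sided permutation test, p = 0.276). The genome size set in MACS2 is not given in the sources used here. At the size that MACS2 sets for mouse, the background corresponds to 23.0 to 41.4 M reads (M, mega) in F0 CD and to 19.7 to 34.7 M reads in F0 WD, and at a size of 2700 Mb to 33.2 to 59.7 and 28.5 to 50.1 M reads. The paper states a minimum depth, after quality control, of 60 M paired-end reads per sample. The values here count the single reads that entered peak calling, after only fragments of 50 to 115 bp were kept. Whether the paper's number was taken before this selection is not stated, so these numbers cannot be compared directly. The fewest reads at a called summit were 9 to 13 depending on the library, so a region without a peak can still hold reads below this floor.
Lists held 18749 ± 5830 peaks in F0 CD (SD, n = 6, range 13601 to 29532) and 16882 ± 2856 in F0 WD (SD, n = 4, range 13366 to 19526). The difference in means, F0 WD minus F0 CD, was -1867 peaks, within the spread between mice (exact two-sided permutation test, p = 0.662). Without F0 CD replicate 2, which had the most peaks, the difference changed sign to 289 peaks.

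**Figure D2:**
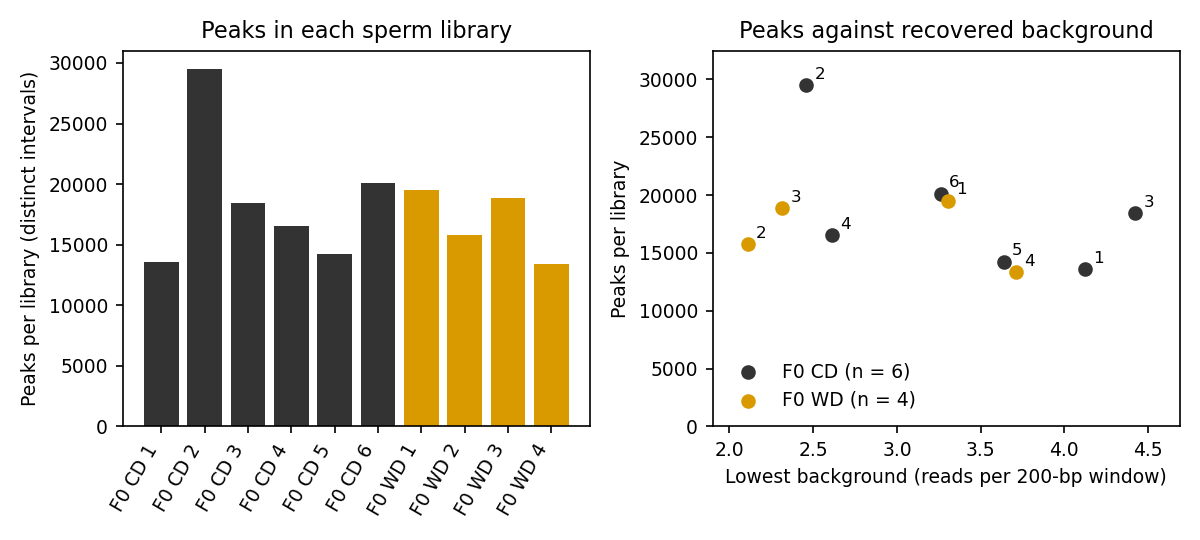
Left, number of peaks in each library (bars, F0 CD in black and F0 WD in yellow). Right, number of peaks against the lowest recovered background in reads per 200-bp window, 1 point per library with its replicate number. F0 CD replicate 2 has 29532 peaks at a background of 2.46, and the deepest library, F0 CD replicate 3, has 18441.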

To check whether sperm chromatin accessibility is affected by obesity, we opted for the ATAC-seq. First, we isolated sperm from the cauda epididymis of male mice from either F0 CD or F0 WD groups. A qPCR was conducted to analyze the quality control of the sperm preparation. This analysis confirmed a high enrichment of the mature sperm marker *Prmt2*, with no detectable contamination from testicular germ cells (as indicated by the absence of *C-kit*) or epithelial cells (lack of *E-cadherin*) (Supplementary Fig. 2A). We also compared our control ATAC-seq dataset to previously published sperm ATAC-seq datasets [44] and found a significant match confirming the validity of our methodology (Supplementary Fig. 2B).

The subsequent ATAC-seq analysis revealed 211 differentially open regions (p-value <0.05, log2 fold change >1) and 239 differentially closed regions (p-value <0.05, log2 fold change < −1) when comparing sperm from the F0 WD group to the F0 CD group (Fig. 1A–B, Supplementary Figs. 3 and 4). 

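Detection was compared at each consensus region by Fisher's exact test (two-sided) on the number of F0 CD and F0 WD libraries with a peak. At an unadjusted p under 0.05, the threshold of the paper, 137 regions were detected more often in F0 WD and 116 more often in F0 CD. After Benjamini-Hochberg adjustment 0 regions passed. Of 100 splits of the 10 libraries into 6 and 4, the diets included, 61 gave at least the 253 regions of the diets. The median of the other splits was 269, so the diets set apart no more regions than other groupings of these libraries did. With 6 against 4 libraries the smallest p of Fisher's exact test is 0.00476, and of the 24763 regions only 8 towards F0 WD and 11 towards F0 CD reached it. Of the 137 regions, 101 had a peak in 3 F0 WD libraries and no F0 CD library, 28 in 4 F0 WD libraries and 1 F0 CD library, and 8 in all F0 WD libraries alone. Of the 116 regions, 69 had a peak in 5 F0 CD libraries and no F0 WD library, 36 in 6 F0 CD libraries and 1 F0 WD library, and 11 in all F0 CD libraries alone. A call towards F0 WD can rest on 3 libraries and a call towards F0 CD needs at least 5. The mid-p version of the test gave 194 and 345 regions. Without F0 CD replicate 2 the number towards F0 WD was 245 and without F0 WD replicate 2 it was 84. Without F0 CD replicate 1, 3, 4, 5 or 6 the number towards F0 CD was 234, 272, 232, 284 or 193. With 5 F0 CD libraries a peak in 4 of them and in no F0 WD library passes, so part of this rise comes from the test itself.
The paper lists 25 open and 25 closed regions. Each listed open region had peaks in F0 WD libraries alone, 24 of them in 2 libraries and 1 in 3 libraries. Each listed closed region had peaks in F0 CD libraries alone, 23 of them in 2 libraries, 1 in 3 and 1 in a single library. On average 51.0% of the F0 WD libraries had a peak at a listed open region and 33.3% of the F0 CD libraries at a listed closed region. The open region listed for Adgrl3 passed the detection test (exact p = 0.0333), as the single region of the 50 that did. It was also the only one that could, since passing needs peaks in at least 3 F0 WD or 5 F0 CD libraries. These regions were chosen in the study on the same libraries, and their detection is given without a test of the lists. From read counts in the consensus peaks, with thresholds on fold change and p-value, the paper calls regions open or closed in F0 WD relative to F0 CD.

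**Figure D3:**
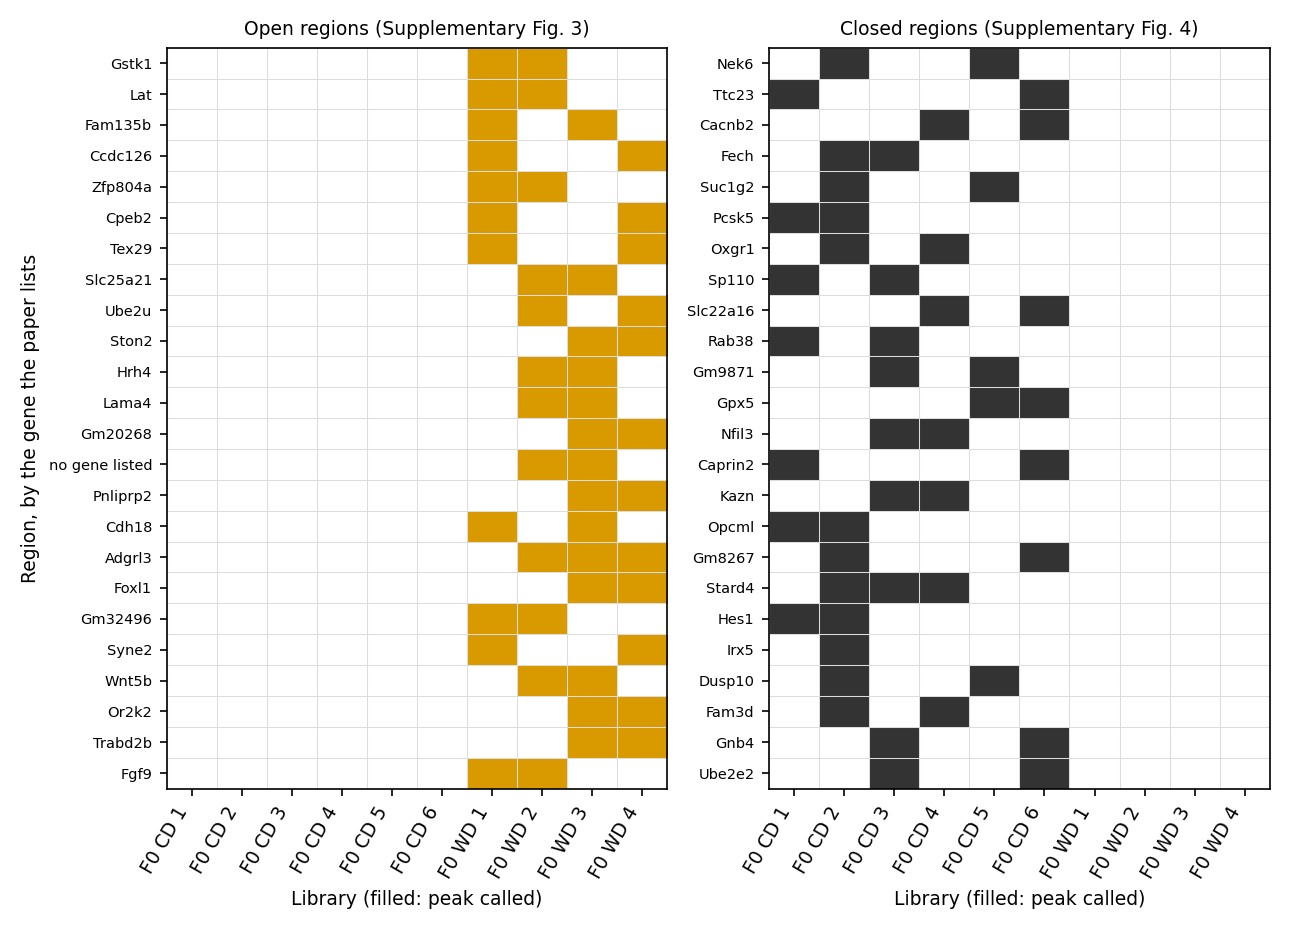
Detection at 24 open and 24 closed regions that the paper lists (rows, by the gene listed), in each library (columns). A filled square marks a called peak, yellow in F0 WD and black in F0 CD. Most rows have 2 filled squares.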

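Among the regions found in every library of one diet and none of the other, those with the best median rank within their lists were as follows, in mm10. The 5 towards F0 WD lay on chromosome 3 (52690501 to 52690828, 31927 bp from the start site of Gm22798), chromosome 16 (74653900 to 74654179, 46143 bp from Gm26307), chromosome 2 (14564603 to 14564962, 38126 bp from Cacnb2), chromosome 14 (26912574 to 26912934, in an intron, 9331 bp from Asb14) and chromosome 6 (95016498 to 95016836, 72664 bp from 4930511E03Rik). All but the Asb14 region were distal intergenic, and 73.7% to 95.1% of their bases were repeat-masked. Their summits held between 12 and 29 reads. The 5 towards F0 CD lay on chromosome 10 (58221684 to 58221930, in the promoter window of AW822073), chromosome 2 (159454621 to 159455006, in that of Gm14219), chromosome 18 (84711117 to 84711662, in that of AC142448.3), chromosome 5 (150907683 to 150908220, distal intergenic) and chromosome 11 (115399393 to 115400007, distal intergenic, 3745 bp from Mrpl58). The AW822073 region held 44 to 72 reads at its summits with a fold enrichment of 3.51 to 4.14, and the other 4 held 14 to 29 reads. Repeat-masked bases made up 14.2% of the AW822073 region and 78.5% to 93.2% of the other 4. Over all consensus regions they made up on average 70.1% of those found in 4 libraries and 77.1% of those in 6. Each of the 10 regions had the exact p of complete separation before adjustment and an adjusted p of 1.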

Representative gene tracks are shown as examples of open and closed regions (Fig. 1C).

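The peaks of single libraries were examined in the 4 windows of Fig. 1C, in mm10 and counting positions from 1. In the Ifna12 window one region, on chromosome 4 from 88604100 to 88604361, had a peak in F0 WD replicates 3 and 4 with 14 and 17 reads at the summit. It lies 724 bp from the Ifna12 start site, in its promoter window, and 77.1% of its bases are repeat-masked. In the Ccdc126 window the region from 49317995 to 49318230 of chromosome 6, 1044 bp from the start site, had a peak in F0 WD replicates 1 and 4 with 17 and 14 reads. The reference around the strongest summit, from 49318089 to 49318129, reads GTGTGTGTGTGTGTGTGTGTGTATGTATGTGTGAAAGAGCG. Another promoter region, from 49320055 to 49320254, had a peak with 11 reads in F0 CD replicate 6 alone. A further region of this window, from 49337726 to 49338614 in an intron, had a peak in 4 F0 CD and 2 F0 WD libraries (exact p = 1).
At Gpx5, a glutathione peroxidase gene, the region from 21292934 to 21293429 of chromosome 13, 203 bp from the start site, had a peak in F0 CD replicates 5 and 6 with 15 and 19 reads. In the full promoter window of Gpx5, which reaches 3 kb from a start site, 2 F0 CD and 2 F0 WD libraries had a peak. Its strongest summit lies in a CA dinucleotide run, with the reference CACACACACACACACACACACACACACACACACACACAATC from 21293304 to 21293344. At Ttc23 the region from 67667199 to 67667441 of chromosome 7, 411 bp from the start site, had a peak in F0 CD replicates 1 and 6 with 16 and 14 reads. A neighbouring region from 67666821 to 67667140, 33 bp from the start site, had a peak with 19 reads in F0 WD replicate 4 alone. Fisher's exact p (two-sided) was 0.133 for the Ifna12 and Ccdc126 regions of F0 WD and 0.467 for the Gpx5 and Ttc23 regions of F0 CD. With 6 against 4 libraries, no region with peaks in 2 libraries can pass the detection test. These p-values therefore cannot decide whether the loci differ between the diets. The tracks in Fig. 1C are averages of all libraries of a diet.

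**Figure D4:**
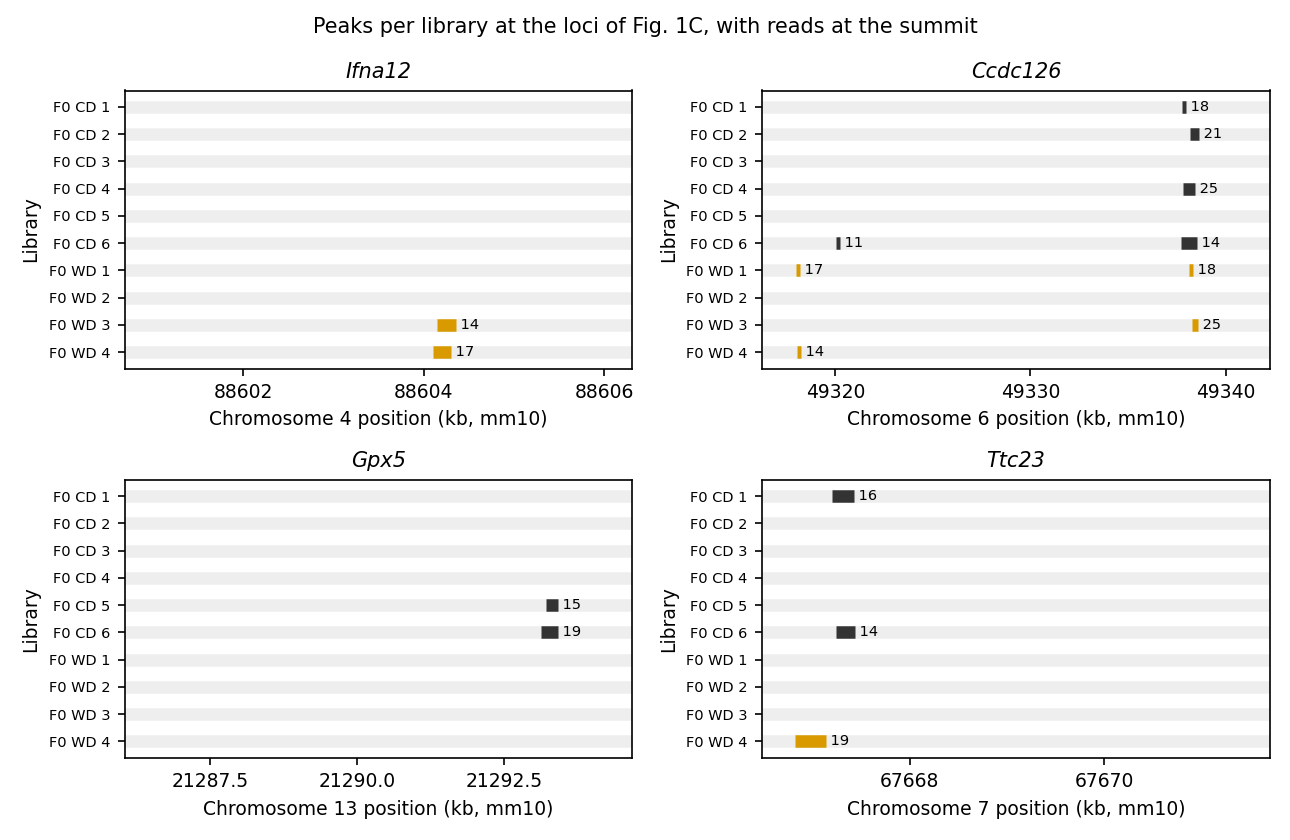
Peaks in each library (rows, F0 CD in black and F0 WD in yellow) along the windows of Fig. 1C (horizontal axis, position in kb). Each bar is the most significant peak of that library in a region and the number beside it is the number of reads at its summit. The Ifna12 and Gpx5 windows have peaks in 2 libraries each, and the Ccdc126 and Ttc23 windows have peaks of both diets.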

**Fig. 1:**
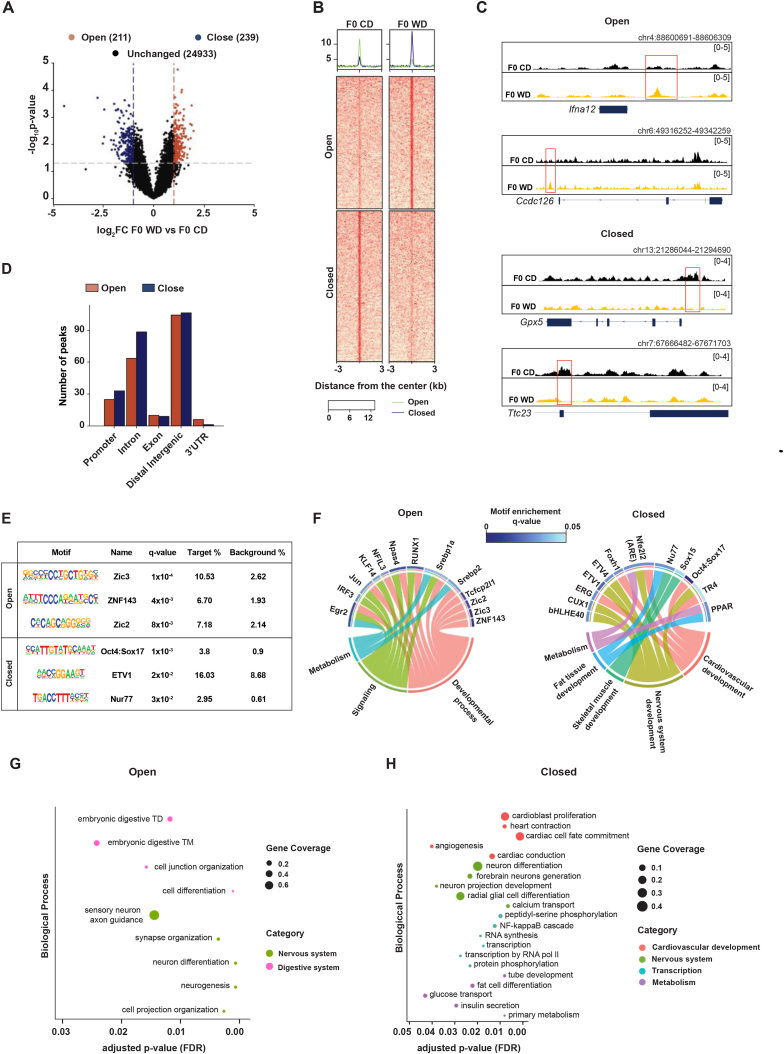
Obesity induces change in sperm chromatin accessibility. (A) Volcano plot showing differential sperm chromatin accessibility in F0 males on Western diet (F0 WD, n = 4) or control diet (F0 CD, n = 6), with a specified fold change (FC) cutoff of log_2_(FC) > 1 (red) and log_2_(FC) < −1 (blue) respectively, and a significance cutoff of P-value <0.05 [-log_10_(P-value) > 1.3]. Each point represents an ATAC-seq peak. (B) Heatmap depicting peak intensities with a color gradient, highlighting differences in sperm chromatin accessibility between diets. (C) Genome browser tracks showing increased (open) and decreased (closed) accessibility regions at different genomic loci. Tracks display averaged signals for both F0 CD (black, n = 6) and F0 WD (yellow, n = 4) samples. (D) Distribution of annotation categories for differentially closed (blue) and open (red) chromatin regions in sperm from F0 CD vs F0 WD. UTR, untranslated regions. (E) Motif enrichment analysis conducted with HOMER for open and closed chromatin regions, indicating the top-scoring motifs, q-values, best-match transcription factors, and percentage of target versus background. Top 3 candidates are shown for open and closed regions. (F) Chord diagrams representing biological process pathways related to enriched TF motifs for both open (left) and closed (right) chromatin regions. Blue shading of grids adjacent to TF motifs indicates q-value (Benjamini corrected p-value). (G–H) Gene Ontology (GO) analyses for biological processes associated with open (G) and closed (H) chromatin regions. Fisher's one-tailed test (cumulative hypergeometric probability) P-values were adjusted using false discovery rate (FDR). TM: tract morphogenesis, TD: tract development. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

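Consensus regions and differentially detected regions were assigned to annotation categories of GENCODE M21 (GRCm38) with the order of priority that ChIPseeker uses and a promoter window of 3 kb. Of the consensus regions, 43.1% were distal intergenic and 37.3% were intronic. Of the regions detected more often in F0 WD, 38.7% were distal intergenic and 39.4% intronic. Of those detected more often in F0 CD, 56.9% were distal intergenic and 29.3% intronic. Against the other 13192 regions detected in at least 3 libraries, of which 43.7% were distal intergenic, the regions of either diet together did not differ detectably (47.0%, Fisher's exact test, two-sided, p = 0.307, Benjamini-Hochberg adjusted p = 0.460 over 9 comparisons). The distal share of the F0 CD regions alone was higher (Fisher's exact p = 0.00478, adjusted p = 0.0430), and that of the F0 WD regions did not differ detectably (Fisher's exact p = 0.261). The difference between the directions was not tested. The distal share was also higher towards F0 CD with peaks of q under 0.01 (50.5%, and 38.7% towards F0 WD) and with a promoter window of 1 kb (62.1% and 42.3%). With the same number of peaks taken from every list, the shares were 45.1% towards F0 WD and 43.2% towards F0 CD, the opposite order.

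**Figure D5:**
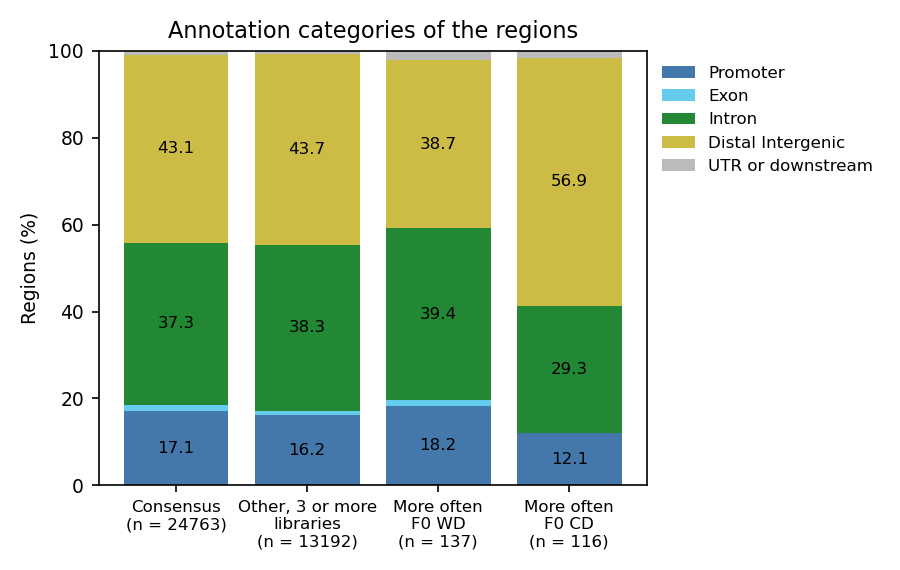
Share of regions in each annotation category (vertical axis, percent) for all consensus regions, the other regions in at least 3 libraries, and the regions detected more often in F0 WD or F0 CD. Distal intergenic regions make up 38.7% of those detected more often in F0 WD and 56.9% of those detected more often in F0 CD.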

Further annotation analysis suggested that both open and closed regions were predominantly located within distal intergenic areas (50 % and 44.77 %, respectively) and introns (30.48 % and 37.24 %, respectively), implying that obesity might influence chromatin accessibility through enhancers at a distal level (Fig. 1D). This could suggest a nuanced regulatory network in which obesity does not directly alter gene expression but rather modulates the potential for expression in response to subsequent environmental cues. Additionally, we compared the open and closed regions in sperm (Fig. 1B) to a previous study that mapped H3K4me3 in the sperm of obese mice [45]. We found that only a small number of our regions matched with H3K4me3 enrichment (Supplementary Fig. 2C). This limited overlap is due to our regions with differential accessibility being primarily in distal intergenic and intron areas of the genome, whereas H3K4me3 is predominantly found in promoter regions.

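Promoters, taken as 3 kb on either side of a start site, held 17.1% of the consensus regions and 6.68% with a window of 1 kb. Regions detected more often in F0 WD were promoter regions in 25 cases (18.2%) and those detected more often in F0 CD in 14 cases (12.1%). Among the other regions found in at least 3 libraries 16.2% lay in promoters, and neither direction differed detectably from them (Fisher's exact test, two-sided, p = 0.485 and 0.256). H3K4me3 data were not used here.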

Further motif enrichment analysis on the open and closed chromatin regions identified motifs associated with 13 transcription factors for open regions (q-value <0.05) and with 12 transcription factors for closed regions (q-value <0.05) (Fig. 1E and Supplementary Figs. 5A–B). Notably, these transcription factors played a role in the regulation of developmental process, metabolism and signaling pathways (Fig. 1F). In addition, a gene ontology pathway analysis of the differentially accessible regions reinforced the notion that nervous system, transcription, and metabolism could be influenced by a Western diet in sperm (Fig. 1G and H).

The implication of these findings is particularly significant when considered alongside the results of similar studies. Notably, in humans, sperm DNA methylation patterns were altered in obese males and related with comparable pathways that we uncovered [46].

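Whether the peak sets grouped by diet was examined with the Jaccard index, the number of consensus regions detected in both libraries of a pair divided by the number detected in either. It was 0.282 ± 0.0377 (SD) over the 15 pairs of F0 CD libraries and 0.254 ± 0.0406 over the 6 pairs of F0 WD libraries. Pairs of the same diet had a mean of 0.274 and the 24 pairs of different diets a mean of 0.269. The difference of 0.00486 was reached by 50 of the 210 splits of the libraries into 6 and 4 (exact one-sided permutation test, p = 0.238). In simulated libraries with 300 of 3000 regions gained in each diet the test gave a p under 0.05 in 20 of 20 runs. With 300 gained in F0 WD alone it did so in 0 of 20 runs, so the test can miss a gain in one diet alone. The simulated gains were a far larger share of the regions than those the paper calls open or closed. Base detection was set at 30%, while the real libraries detected 24.2% to 56.7% of the consensus regions. Whether the test can find a change of the size the paper reports was therefore not examined. Without F0 CD replicate 6 or F0 WD replicate 4 the difference changed sign, to -0.000706 and -0.00232. F0 WD replicate 4 had the lowest mean index with the other libraries, 0.219.

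**Figure D6:**
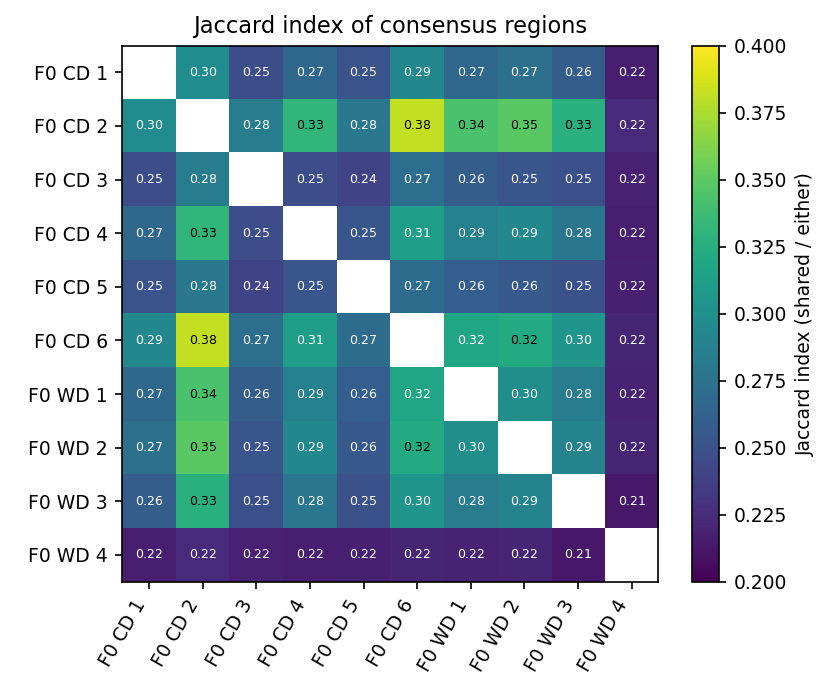
Jaccard index of each pair of libraries (color scale) over the consensus regions. F0 WD replicate 4 has values between 0.213 and 0.224 with every other library, and the highest value, 0.382, is between F0 CD replicates 2 and 6.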

We therefore conclude that obesity potentially induces epigenetic modifications in mature sperm, as indicated by alterations in sperm chromatin accessibility which could regulate the availability to specific transcription factors governing distinct biological processes.

### 3.2 Paternal obesity-induced changes in sperm chromatin have a mild effect on the metabolic health of the first-generation offspring

To explore the role of paternal obesity on the physiology of offspring by studying changes in the accessibility of sperm chromatin, we utilized a natural mating method rather than in vitro fertilization. This involved pairing 28-week-old obese (F0 WD) or lean male (F0 CD) mice with 8-week-old virgin females (Fig. 2A).

**Fig. 2:**
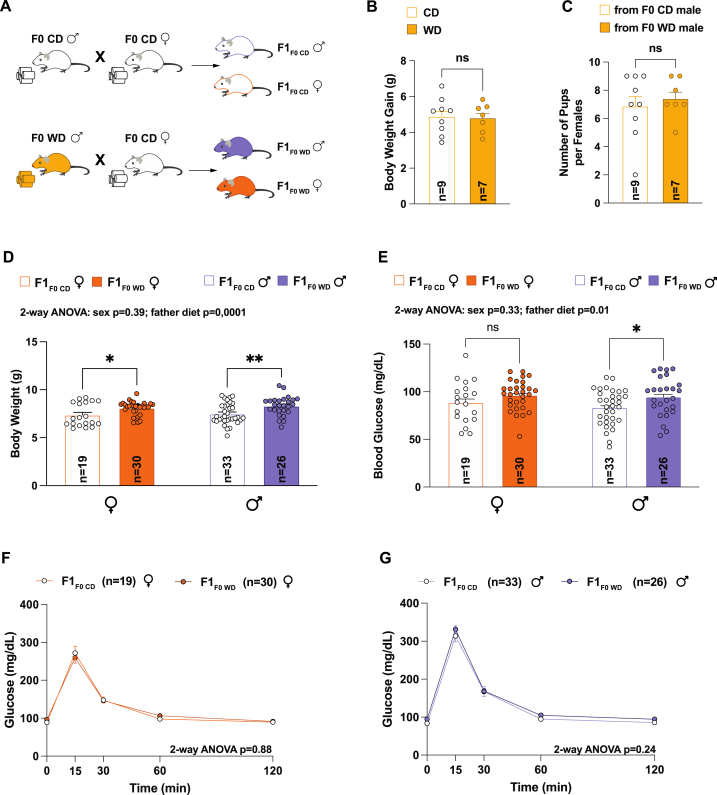
Changes in the father's sperm chromatin accessibility can slightly affect the metabolic health of their offspring in early life. (A) Breeding strategy used in this study to generate the F1 generation: Obese males (F0 WD) or lean males (F0 CD) were mated with virgin lean females for one week, producing offspring from obese fathers (F1_F0__WD_) and lean fathers (F1_F0 CD_). (B) Body weight gain in females mated with males on either a control diet (CD, n = 9) or a Western diet (WD, n = 7) was assessed before and after the gestation period (C) Litter size per female mated with males on either a control diet (CD, n = 9) or a Western diet (WD, n = 7) (D) Body weight of F1 offspring at postnatal day 21 (P21) of females from both father types (F1_F0 CD_, n = 19; F1_F0__WD_, n = 30), and of males (F1_F0 CD_, n = 33; F1_F0__WD_, n = 26). Statistical significance was assessed using a two-way ANOVA test, followed by multiple comparisons using a Sidak test. (E) Blood glucose level after 6 h of fasting at P21 of females from both father types (F1_F0 CD_, n = 19; F1_F0__WD_, n = 30), and of males (F1_F0 CD_, n = 33; F1_F0__WD_, n = 26). Statistical significance was assessed using a two-way ANOVA test, followed by multiple comparisons using a Sidak test. (F–G) Glucose tolerance test at P21: (F) females from both father types (F1_F0 CD_, n = 19; F1_F0__WD_, n = 30), (G) males (F1_F0 CD_, n = 33; F1_F0__WD_, n = 26). Statistical significance was assessed using two-way repeated measures ANOVA test. Results are given as mean ± SEM. *, P ≤ 0.05; **, P ≤ 0.01. ns = not significant.

We also monitored our male breeder's fertility and found that whereas 90 % (a total of nine litters) of the females who mated with F0 CD males successfully produced offspring, only 70 % (a total of seven litters) of the females who mated with F0 WD males had a litter. Nonetheless, we did not find any variations in the number of offspring born to each female, regardless of whether they mated with F0 CD or F0 WD males (Fig. 2C).

In the early life of the F1 progeny, we found offspring of both sexes from obese fathers (F1_F0__WD_) were heavier than those from lean fathers (F1_F0 CD_) (Fig. 2D). Male F1_F0__WD_ also presented elevated fasting glucose levels at P21, yet neither male nor female offspring showed glucose intolerance at weaning (Fig. 2E–G). Interestingly, the early metabolic changes observed did not persist into adulthood, as there were no noticeable differences in body weight between the two groups as they grew older (Fig. 3A and B). However, F1_F0__WD_ males continued to demonstrate higher fasting glucose levels in adult life (Fig. 3C–D), prompting further investigation into their glucose homeostasis through a series of tests, including glucose, insulin, and pyruvate tolerance tests (GTT, ITT and PTT) as well as fasting insulin concentration quantification. These assessments revealed no compromise in glucose homeostasis regulation among male F1_F0__WD_ offspring (Fig. 3F–H, L). In contrast, female offspring displayed a slight pyruvate intolerance, hinting at a subtle disruption in gluconeogenesis specifically related to pyruvate metabolism, while the glycerol tolerance test (GlyTT) did not indicate such disruption (Fig. 3E–G, K and Supplemental Fig. 6A). This suggests that other pathways of gluconeogenesis remain unaffected. Additionally, we measured hepatic triglyceride (TG) levels in these female offspring and found them to be unaltered (Supplemental Fig. 6B).

**Fig. 3:**
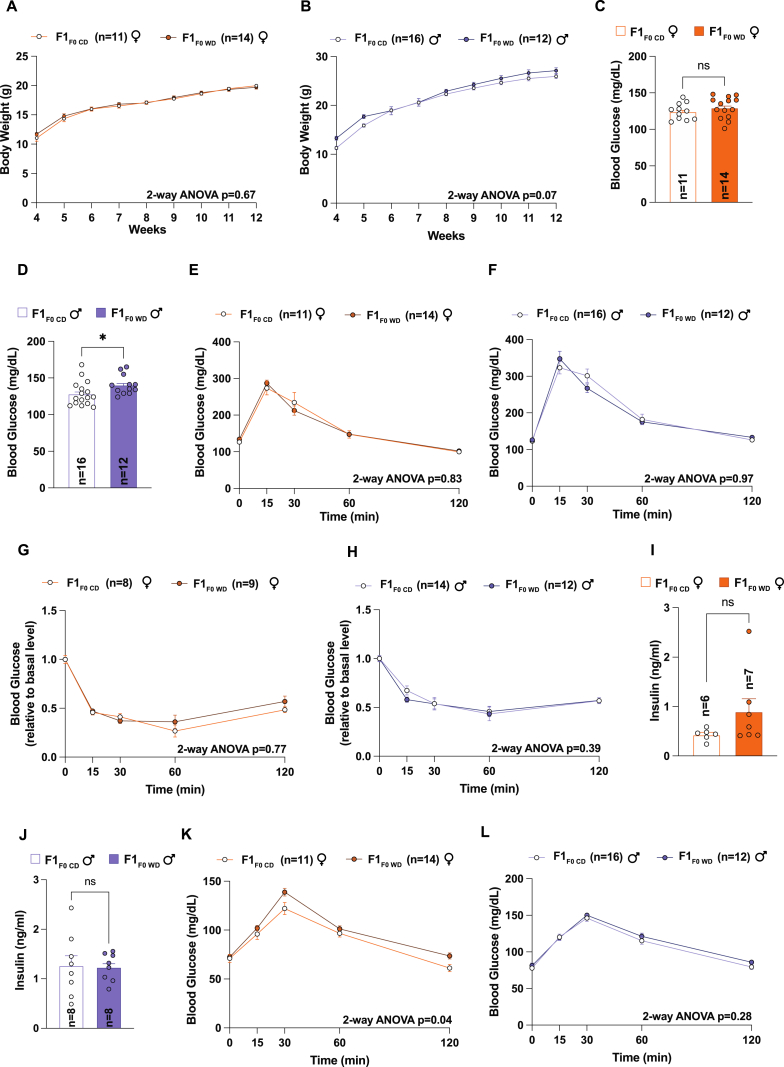
Alterations in a father's sperm chromatin accessibility led to inconsistent effects on the metabolic health of their adult offspring. (A–B) Body weight was monitored from 4 to 12 weeks of age for: (A) females from both father types (F1_F0 CD_, n = 11; F1_F0__WD_, n = 14), (B) males (F1_F0 CD_, n = 16; F1_F0__WD_, n = 12). Statistical significance was assessed using two-way repeated measures ANOVA test. (C–D) Blood glucose level after 6 h of fasting at 12 weeks of age: (C) females from both father types (F1_F0 CD_, n = 11; F1_F0__WD_, n = 14), (D) males (F1_F0 CD_, n = 16; F1_F0__WD_, n = 12). Statistical significance was assessed using Student's *t*-test. (E–F) Glucose tolerance test at 12 weeks of age: (E) females from both father types (F1_F0 CD_, n = 11; F1_F0__WD_, n = 14), (F) males (F1_F0 CD_, n = 16; F1_F0__WD_, n = 12). Statistical significance was assessed using two-way repeated measures ANOVA test. (G–H) Insulin tolerance test at 12 weeks of age: (G) females from both father types (F1_F0 CD_, n = 8; F1_F0__WD_, n = 9), (H) males (F1_F0 CD_, n = 14; F1_F0__WD_, n = 12). Statistical significance was assessed using two-way repeated measures ANOVA test. (I–J) Insulin level after 6 h of fasting at 12 weeks of age: (C) females from both father types (F1_F0 CD_, n = 6; F1_F0__WD_, n = 7), (D) males (F1_F0 CD_, n = 8; F1_F0__WD_, n = 8). Statistical significance was assessed using Student's *t*-test. (K–L) Pyruvate tolerance test at 12 weeks of age: (I) females from both father types (F1_F0 CD_, n = 11; F1_F0__WD_, n = 14), (J) males (F1_F0 CD_, n = 16; F1_F0__WD_, n = 12). Statistical significance was assessed using two-way repeated measures ANOVA test.

In summary, paternal obesity-related alterations in sperm chromatin appear to have a subtle impact on offspring's health. While initial increases in body weight were observed in both sexes, these differences normalized in adulthood. Glucose metabolism was also minimally affected, with variations observed between males and females. These nuanced results contrast with other reports demonstrating a more pronounced impact of paternal diet on offspring metabolism [15,47,48]. It is also important to acknowledge that the partial paternal transmission of metabolic traits observed in the offspring could be due to the specific time window chosen for the father's exposure to the Western diet.

Moreover, the differential impact observed between male and female offspring may indicate a sex-specific response to paternal epigenetic marks. This observation aligns with previous reports suggesting that the paternal environment can exert distinct effects on the metabolism of male versus female progeny [49,50]. Our study differs from prior published studies by simulating natural mating conditions [21,25,48]. Consequently, we also provide a valuable perspective on how the environment at the time of conception can amplify the contribution of paternal sperm epigenetics on next generation health.

### 3.3 Paternal obesity-induced changes in sperm chromatin do not predispose offspring to develop obesity or diabetes

Next, our objective was to ascertain if paternal obesity and the resulting alterations in sperm chromatin accessibility are linked to a greater likelihood for the offspring to acquire obesity or diabetes. To assess this, we provided a Western diet to 12-week-old F1 offspring of both control diet and Western diet fathers (F1_F0 CD_ and F1_F0__WD_) for 12 weeks. Interestingly, when adult F1 mice were subjected to a Western diet, both sexes saw an equivalent increase in body weight, regardless of the diet of their parents (Fig. 4A and B). We also could not detect differences in fasting glucose between these two groups (Fig. 4C and D). Considering the minor glucose homeostasis changes observed on the control diet (Fig. 2G and .3D), we next performed GTT, ITT, PTT, and measured fasting insulin concentration. These tests revealed no differences in glucose homeostasis between F1_F0__WD_ and F1_F0 CD_ mice fed with a Western diet (Fig. 4E-L). In summary, our findings indicate that paternal obesity does not make offspring more susceptible to an enhanced risk of developing obesity or diabetes, irrespective of gender. The detected alterations in sperm chromatin do not contribute to reshaping the metabolic features of the offspring. Nonetheless, it is possible that exposing offspring to an obesogenic environment early in life, during the perinatal stage, would cause the F1 offspring of a father fed a Western diet to have more prominent metabolic alterations. According to our data, the epigenetic memory of the paternal diet may be counteracted by a possible resilience or adaptive capacity that develops in the metabolism of the offspring. This phenomenon may be attributed to many compensating mechanisms present in the developing embryo that help reduce the likelihood of developing obesity or diabetes.

**Fig. 4:**
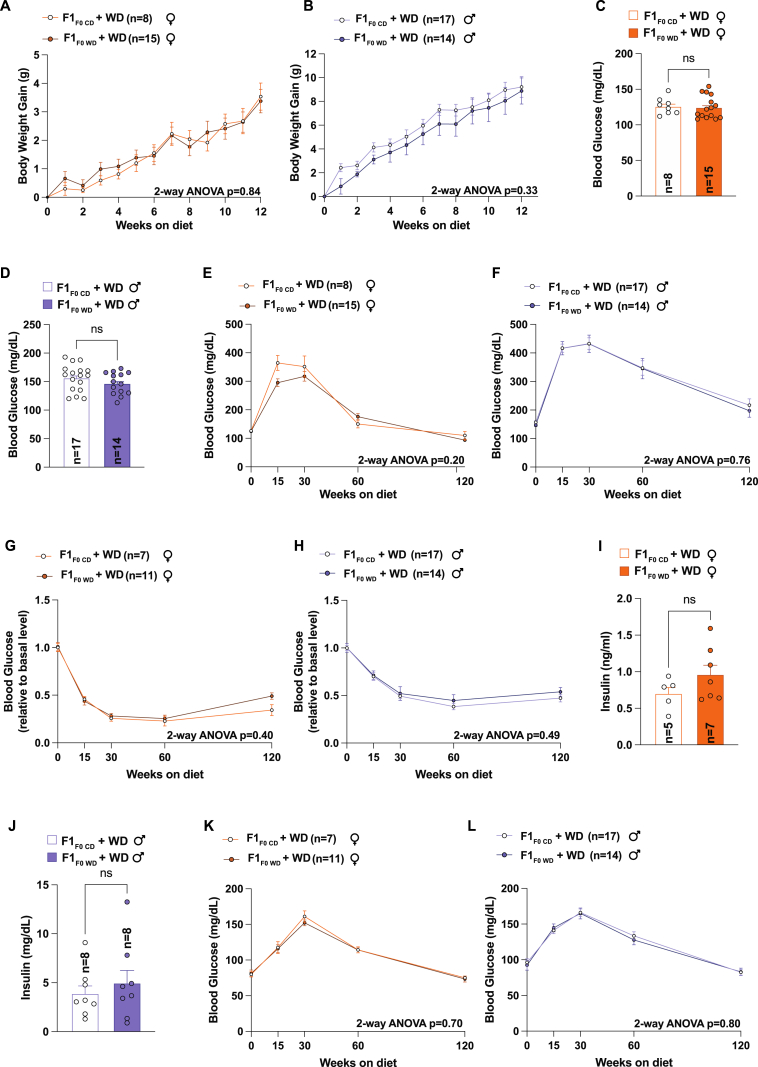
Change in a father's sperm chromatin accessibility do not lead to increase obesity or diabetes susceptibility in offspring. (A–B) Body weight gain (g) monitoring over 12 weeks on a Western diet: (A) females from both father types (F1_F0 CD_ + WD, n = 8; F1_F0__WD_ + WD, n = 15), (B) males (F1_F0 CD_ + WD, n = 17; F1_F0__WD_ + WD, n = 14). Statistical significance was assessed using two-way repeated measures ANOVA test. (C–D) Blood glucose level after 12 weeks of a Western diet: (C) females from both father types (F1_F0 CD_ + WD, n = 8; F1_F0__WD_ + WD, n = 15), (D) males (F1_F0 CD_ + WD, n = 17; F1_F0__WD_ + WD, n = 14). Statistical significance was assessed using Student's *t*-test. (E–F) Glucose tolerance test after 12 weeks of a Western diet: (E) females from both father types (F1_F0 CD_ + WD, n = 8; F1_F0__WD_ + WD, n = 15), (F) males (F1_F0 CD_ + WD, n = 17; F1_F0__WD_ + WD, n = 14). Statistical significance was assessed using two-way repeated measures ANOVA test. (G–H) Insulin tolerance test after 12 weeks of a Western diet: (G) females from both father types (F1_F0 CD_ + WD, n = 8; F1_F0__WD_ + WD, n = 15), (H) males (F1_F0 CD_ + WD, n = 17; F1_F0__WD_ + WD, n = 14). Statistical significance was assessed using two-way repeated measures ANOVA test. (I–J) Insulin level after 12 weeks of a Western diet: (I) females from both father types (F1_F0 CD_ + WD, n = 5; F1_F0__WD_ + WD, n = 7), (J) males (F1_F0 CD_ + WD, n = 8; F1_F0__WD_ + WD, n = 8). Statistical significance was assessed using Student's *t*-test. (K–L) Pyruvate tolerance test after 12 weeks of a Western diet: (I) females from both father types (F1_F0 CD_ + WD, n = 8; F1_F0__WD_ + WD, n = 15), (J) males (F1_F0 CD_ + WD, n = 17; F1_F0__WD_ + WD, n = 14). Statistical significance was assessed using two-way repeated measures ANOVA test.

## 4 Conclusion

In summary, our research presents a nuanced view of the epigenetic influence of paternal obesity on offspring. Our data indicate that while paternal obesity does induce changes in sperm chromatin structure, these do not straightforwardly translate into metabolic disorders in the offspring. This indicates a form of interaction with genetic and environmental factors, protecting against the transmission of obesity and diabetes risks.

The minimal metabolic disturbances observed in our study emphasize the potential for biological systems to mitigate the impact of epigenetic modifications, suggesting a degree of adaptability in the face of inherited challenges. Our findings call for a deeper exploration of the underlying biological mechanisms and highlight the importance of considering natural mating conditions when assessing the impact of paternal epigenetics on subsequent generations.

## Funding

The study received funding by the Instituto de Salud Carlos III under the project PI20/00732 (co-funded by the European Regional Development Fund "A Way to Make Europe") (given to A.O). This work received supplementary funding from the projects PID2019-108175RB-I00 (financed by the MICIU/AEI/10.13039/501100011033) and 2021-SGR-01320 (from the 10.13039/501100002809Generalitat de Catalunya, Departament de Recerca i Universitats and CERCA Programme/Generalitat de Catalunya) (both given to M.C.). A.O. was awarded a Miguel Servet contract (CP19/00083) sponsored by the Instituto de Salud Carlos III and co-supported by the European Social Fund (FSE) under the "Investing in your future" initiative. I.T. is the recipient of the PRE2020-094896 fellowship, which is sponsored by the MCIN/AEI/10.13039/501100011033/and co-funded by the European Social Fund. S.R.L. is supported by the INVESTIGO program, grant 2022 INV-1 00028 (contract 100028TC3), which is funded by the European Union's "NextGeneration EU" and the 10.13039/501100003359Generalitat de Catalunya. R.H.T. is the recipient of a Ramón y Cajal contract (RYC2022-037070-I) supported by the MCIN/AEI/10.13039/501100011033/and co-sponsored by the European Social Fund (FSE+). M.T. is sponsored by a contract funded by the Instituto de Salud Carlos III using European money from the Recovery, Transformation, and Resilience Plan, under file code IHMC22/00039 and "Funded by the 10.13039/501100000780European Union - Next Generation EU."

## Data availability

The ATAC-Seq datasets generated and analyzed in this research can be found in the NCBI GEO repository with the accession number GSE263011.

## CRediT authorship contribution statement

**Iasim Tahiri:** Writing – review & editing, Visualization, Validation, Methodology, Investigation, Formal analysis. **Sergio R. Llana:** Writing – review & editing, Visualization, Formal analysis, Data curation. **Júlia Fos-Domènech:** Investigation, Formal analysis. **Maria Milà-Guash:** Investigation. **Miriam Toledo:** Investigation, Formal analysis. **Roberta Haddad-Tóvolli:** Investigation. **Marc Claret:** Writing – review & editing, Funding acquisition. **Arnaud Obri:** Writing – review & editing, Writing – original draft, Visualization, Validation, Supervision, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Paternal obesity induces changes in sperm chromatin accessibility and has a mild effect on offspring metabolic health
**Source:** Heliyon. 2024 Jul 5;10(14):e34043. doi: 10.1016/j.heliyon.2024.e34043
**Supplement:** Multimedia component 1

Supplementary Figure 1

A

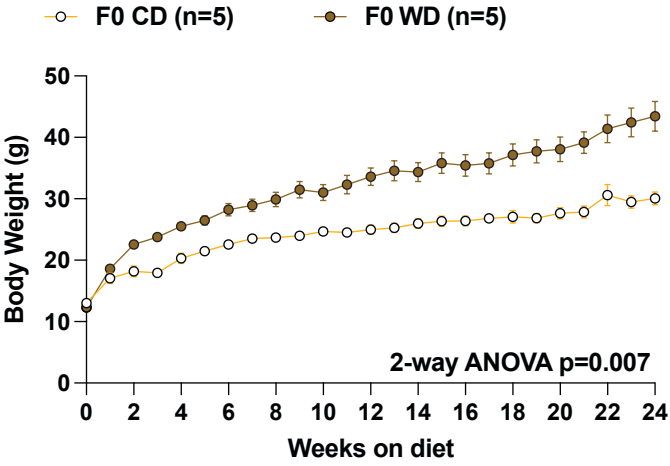

B

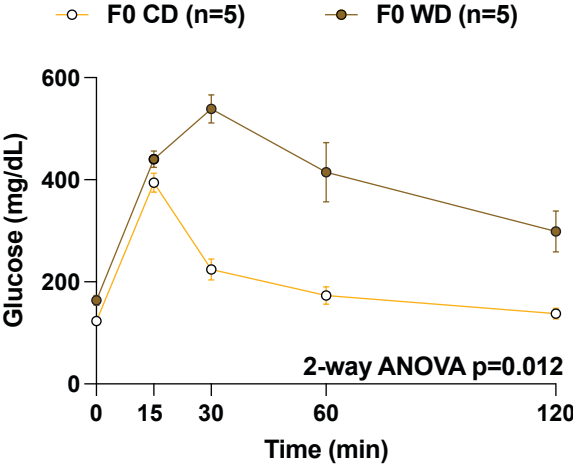

C

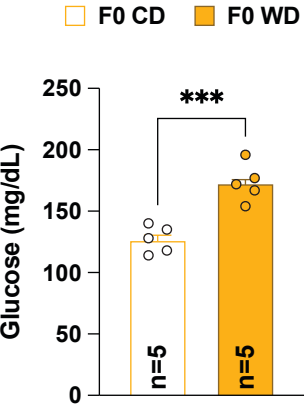

D

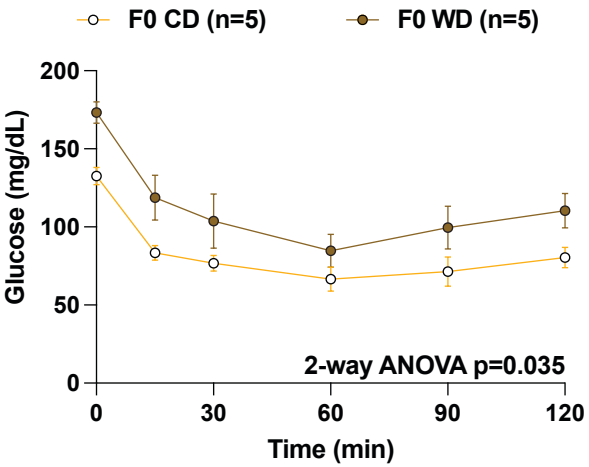

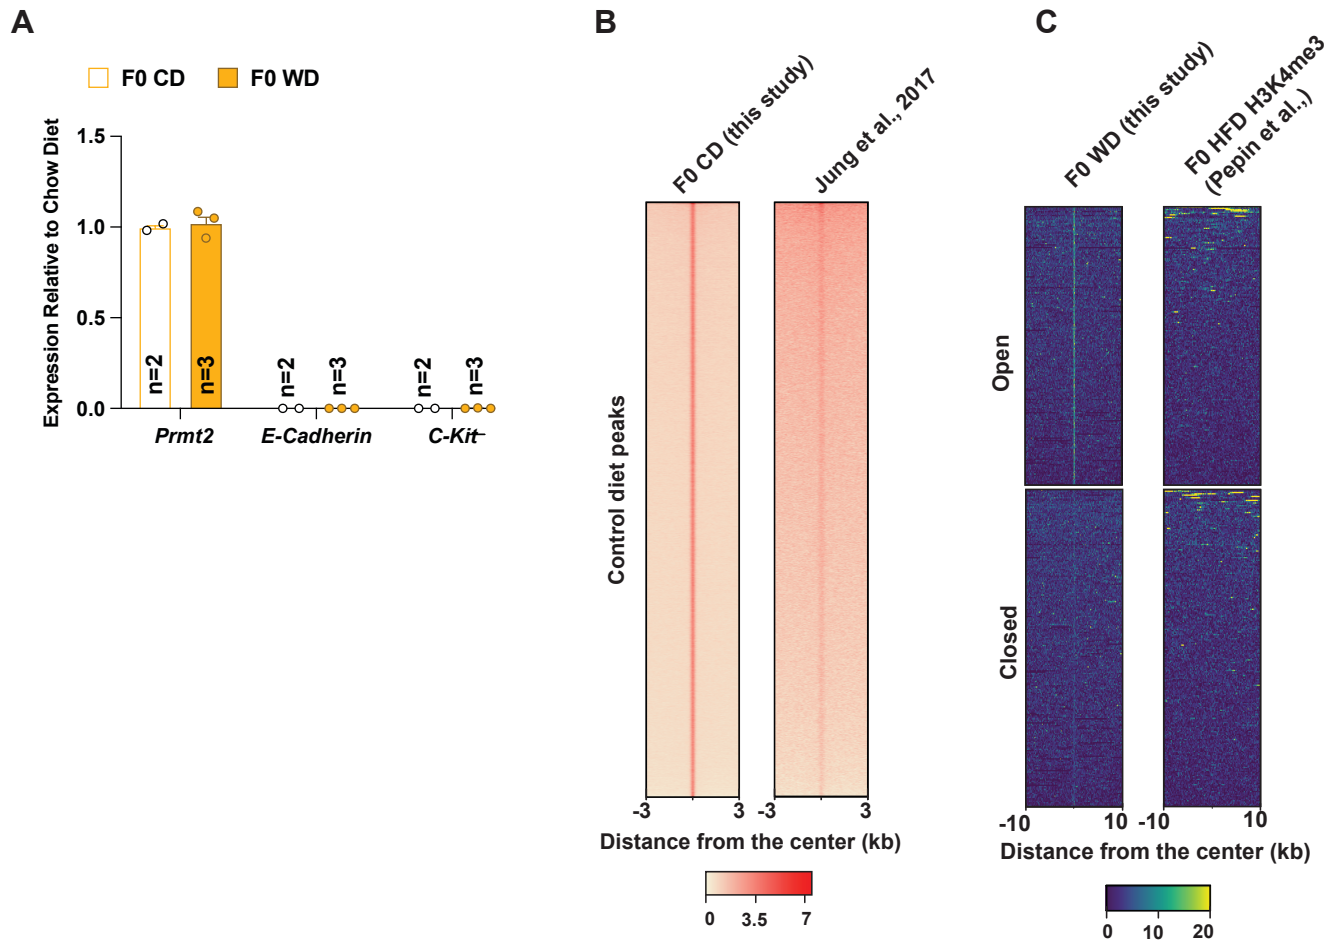

| ATAC Differential accessibility analysis |                |         | Annotation |                   |
|------------------------------------------|----------------|---------|------------|-------------------|
| peaks                                    | log2FoldChange | pvalue  | SYMBOL     | annotation        |
| chr6:42245772-42246010                   | 1,973082       | 0,00321 | Gstk1      | Promoter (<=1kb)  |
| chr7:126342254-126342495                 | 1,885765       | 0,00195 | Lat        | Distal Intergenic |
| chr11:83860491-83860933                  | 1,876331       | 0,00037 | Hnf1b      | Intron            |
| chr15:71272840-71273152                  | 1,830974       | 0,00597 | Fam135b    | Distal Intergenic |
| chr6:49317994-49318230                   | 1,809829       | 0,00177 | Ccdc126    | Promoter (1-2kb)  |
| chr2:81564596-81564815                   | 1,787939       | 0,01463 | Zfp804a    | Distal Intergenic |
| chr5:43312767-43313099                   | 1,707565       | 0,00667 | Cpeb2      | Distal Intergenic |
| chr8:11915975-11916227                   | 1,662586       | 0,02384 | Tex29      | Distal Intergenic |
| chr12:57125484-57125698                  | 1,654704       | 0,03193 | Slc25a21   | Intron            |
| chr4:100473688-100473957                 | 1,608047       | 0,00503 | Ube2u      | Distal Intergenic |
| chr12:91723272-91723506                  | 1,575894       | 0,00561 | Ston2      | Intron            |
| chr18:13136889-13137119                  | 1,550129       | 0,01272 | Hrh4       | Distal Intergenic |
| chr10:38896310-38896571                  | 1,549994       | 0,00261 | Lama4      | Distal Intergenic |
| chr1:102024931-102025238                 | 1,515698       | 0,02104 | Gm20268    | Distal Intergenic |
| chr5:119508776-119509041                 | 1,513465       | 0,00507 | NA         | Distal Intergenic |
| chr19:58774301-58774601                  | 1,503019       | 0,01349 | Pnliprp2   | Intron            |
| chr15:23833931-23834251                  | 1,494503       | 0,02432 | Cdh18      | Distal Intergenic |
| chr5:79436876-79437167                   | 1,493530       | 0,00051 | Adgrl3     | Distal Intergenic |
| chr8:121247669-121247994                 | 1,487601       | 0,00089 | Foxl1      | Intron            |
| chr3:8646338-8646618                     | 1,486183       | 0,00399 | Gm32496    | Distal Intergenic |
| chr12:75805937-75806181                  | 1,485214       | 0,00270 | Syne2      | Distal Intergenic |
| chr6:119615616-119615921                 | 1,482961       | 0,02870 | Wnt5b      | Intron            |
| chr4:58690157-58690486                   | 1,482780       | 0,00331 | Or2k2      | Distal Intergenic |
| chr4:114294916-114295196                 | 1,469139       | 0,00126 | Trabd2b    | Distal Intergenic |
| chr14:58207225-58207667                  | 1,441942       | 0,00118 | Fgf9       | Distal Intergenic |

| ATAC Differential accesibility analysis |                |          | Annotation |                   |
|-----------------------------------------|----------------|----------|------------|-------------------|
| peaks                                   | log2FoldChange | pvalue   | SYMBOL     | annotation        |
| chr2:38518589-38518858                  | -4,418181      | 0,000386 | Nek6       | Intron            |
| chr7:67667198-67667441                  | -2,765586      | 0,000191 | Ttc23      | Promoter (<=1kb)  |
| chr2:14981513-14981725                  | -2,505594      | 0,009388 | Cacnb2     | Promoter (<=1kb)  |
| chr18:64408540-64408758                 | -2,442427      | 0,005345 | Fech       | Distal Intergenic |
| chr14:73543322-73543593                 | -2,435493      | 0,000517 | Nudt15     | Intron            |
| chr6:95803151-95803560                  | -2,096273      | 0,007002 | Suc1g2     | Distal Intergenic |
| chr19:17732772-17732999                 | -2,065646      | 0,015969 | Pcsk5      | Intron            |
| chr14:120081870-120082160               | -1,973665      | 0,010164 | Oxgr1      | Distal Intergenic |
| chr1:85527930-85528190                  | -1,960777      | 0,007218 | Sp110      | Intron            |
| chr10:40550976-40551254                 | -1,945456      | 0,000320 | Slc22a16   | Distal Intergenic |
| chr7:88495942-88496193                  | -1,904985      | 0,015478 | Rab38      | Distal Intergenic |
| chr6:101939590-101939919                | -1,875140      | 0,003960 | Gm9871     | Distal Intergenic |
| chr13:21292933-21293429                 | -1,868908      | 0,000555 | Gpx5       | Promoter (<=1kb)  |
| chr13:53073542-53073743                 | -1,855409      | 0,011265 | Nfil3      | Distal Intergenic |
| chr6:148895579-148895798                | -1,798927      | 0,019557 | Caprin2    | Promoter (<=1kb)  |
| chr4:142494337-142494584                | -1,785259      | 0,023380 | Kazn       | Distal Intergenic |
| chr9:27777120-27777431                  | -1,781247      | 0,000531 | Opcml      | Distal Intergenic |
| chr14:44740793-44741075                 | -1,774037      | 0,001456 | Gm8267     | Intron            |
| chr18:33182329-33182613                 | -1,752654      | 0,000502 | Stard4     | Exon              |
| chr16:30066549-30066799                 | -1,744906      | 0,014053 | Hes1       | Promoter (<=1kb)  |
| chr8:92370268-92370600                  | -1,741641      | 0,027021 | Irx5       | Intron            |
| chr1:184278115-184278370                | -1,723009      | 0,015759 | Dusp10     | Distal Intergenic |
| chr14:8486851-8487131                   | -1,711152      | 0,001572 | Fam3d      | Intron            |
| chr3:32597485-32597763                  | -1,701693      | 0,033589 | Gnb4       | Promoter (<=1kb)  |
| chr14:18512868-18513141                 | -1,694744      | 0,008403 | Ube2e2     | Distal Intergenic |

A

| Open  |          |                    |          |              |
|-------|----------|--------------------|----------|--------------|
| Motif | Name     | q-value            | Target % | Background % |
|       | Zic3     | 1x10 <sup>-4</sup> | 10.53    | 2.62         |
|       | ZNF143   | 4x10 <sup>-3</sup> | 6.70     | 1.93         |
|       | Zic2     | 8x10 <sup>-3</sup> | 7.18     | 2.14         |
|       | Egr2     | 8x10 <sup>-3</sup> | 4.31     | 0.88         |
|       | Tcfcp211 | 8x10 <sup>-3</sup> | 4.31     | 0.9          |
|       | Npas4    | 8x10 <sup>-3</sup> | 7.66     | 2.85         |
|       | Runx1    | 1x10 <sup>-2</sup> | 22.01    | 13.14        |
|       | Irf3     | 1x10 <sup>-2</sup> | 2.87     | 0.68         |
|       | Nfil3    | 1x10 <sup>-2</sup> | 7.18     | 2.88         |
|       | Klf14    | 1x10 <sup>-2</sup> | 32.06    | 22           |
|       | Jun-AP1  | 1x10 <sup>-2</sup> | 4.78     | 1.68         |
|       | Srebp2   | 1x10 <sup>-2</sup> | 4.78     | 1.38         |
|       | Srebp1a  | 2x10 <sup>-2</sup> | 6.22     | 2.21         |

B

| Closed |            |                    |          |              |
|--------|------------|--------------------|----------|--------------|
| Motif  | Name       | q-value            | Target % | Background % |
|        | Oct4:Sox17 | 1x10 <sup>-3</sup> | 3.8      | 0.9          |
|        | ETV1       | 2x10 <sup>-2</sup> | 16.03    | 8.68         |
|        | Nur77      | 3x10 <sup>-2</sup> | 2.95     | 0.61         |
|        | ETV4       | 3x10 <sup>-2</sup> | 11.39    | 5.76         |
|        | bHLHE40    | 3x10 <sup>-2</sup> | 8.44     | 3.85         |
|        | ARE        | 3x10 <sup>-2</sup> | 5.91     | 2.33         |
|        | CUX1       | 3x10 <sup>-2</sup> | 5.91     | 2.25         |
|        | PPARE      | 3x10 <sup>-2</sup> | 15.19    | 8.69         |
|        | ERG        | 3x10 <sup>-2</sup> | 19.41    | 12.17        |
|        | Foxh1      | 3x10 <sup>-2</sup> | 10.97    | 5.69         |
|        | Sox15      | 4x10 <sup>-2</sup> | 12.66    | 7.41         |
|        | TR4        | 4x10 <sup>-2</sup> | 2.53     | 0.33         |

A

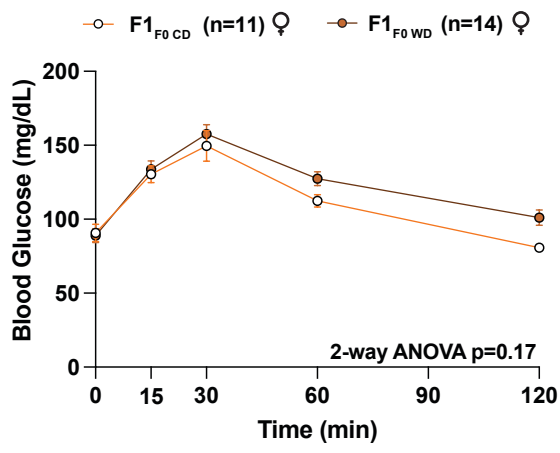

B

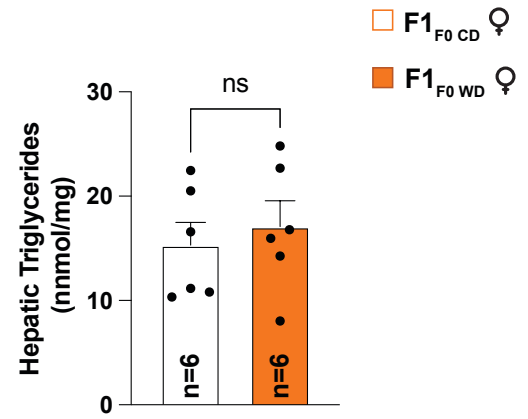

## **Supplementary Figure legends**

### **Supplementary figure 1: Generation of obese and lean males.**

(A) Body weight monitoring of male mice over six months on either a Western diet (F0 WD) or control diet (F0 CD). Statistical significance was assessed using two-way ANOVA test.

(B) Glucose tolerance test of male mice after six months on either a Western diet (F0 WD) or control diet (F0 CD). Statistical significance was assessed using two-way ANOVA test.

(C) Blood glucose level of male mice after six hours of fasting of F0 WD or F0 CD. Statistical significance was assessed using Student *t*-test.

(D) Insulin tolerance test of male mice after six months on either a Western diet (F0 WD) or control diet (F0 CD). Statistical significance was assessed using two-way ANOVA test.

Results are given as mean  $\pm$  SEM. \*\*\*,  $P \leq 0.001$ ;

### **Supplementary figure 2: Quality control of mature sperm preparation.**

(A) Expression levels of *Prmt1*, *E-Cadherin*, and *C-Kit* measured by quantitative PCR (qPCR) in mature sperm from mice on control diet (F0 CD, n=2) or Western diet (F0 WD, n=3).

(B) Heatmap depicting peak intensities with a color gradient, highlighting the similar pattern in sperm chromatin accessibility between our study and Jung et.al 2017.

(C) Heatmaps of peak intensities of chromatin region sensitive to Western diet in sperm (open and closed) and of regions enriched with H3K4me3 in sperm (Pepin et al., 2022).

### **Supplementary figure 3: The top 25 open chromatin regions in sperm induced by a Western diet.**

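The 25 listed open regions rested on 51 peaks of F0 WD libraries. F0 WD replicates 1 to 4 had a peak at 11, 12, 15 and 13 of them, and no F0 CD library had one. The summits held 9 to 25 reads with a median of 14, and the median summit was 4 reads above the smallest called summit of its library. The fold enrichment given by MACS2 was 2.71 to 6.04, and the median peak ranked at 48.1% of its own list. The coordinates here count from 1, so starts are 1 higher than in the list. The region with the largest listed change, at Gstk1 (chromosome 6, 42245773 to 42246010, promoter), had peaks with 15 and 12 reads in F0 WD replicates 1 and 2. The region listed for Lat (chromosome 7, 126342255 to 126342495, distal intergenic) had 18 and 14 reads in the same libraries. The region listed for Fam135b (chromosome 15, 71272841 to 71273152, distal intergenic) had 13 and 15 reads in replicates 1 and 3, and the Ccdc126 region is also among those with the largest listed change. With peaks in 2 libraries each, none of these could pass the detection test. A run of at least 10 CA or TG units lay in 10 of the 25 regions, and in 39.9% of the consensus regions found in 2 libraries. Of the peaks at the Adgrl3 region (chromosome 5, 79436877 to 79437167), those of F0 WD replicates 2, 3 and 4 held 16, 11 and 19 reads. With peaks of q under 0.001 alone, the difference in detection over the open regions, F0 WD minus F0 CD, was 33.0 percentage points.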

List of the open regions identified by ATAC-seq (top 25 region with a threshold for fold change (FC) of 1 and p-value < 0.05 are shown).

### **Supplementary figure 4: The top 25 closed chromatin regions in sperm induced by a Western diet.**

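The 25 listed closed regions rested on 50 peaks of F0 CD libraries. F0 CD replicate 2, the library with the most peaks, had a peak at 13 of them, and the other 5 F0 CD libraries had one at 5 to 9. The summits held 10 to 24 reads with a median of 16, the fold enrichment was 2.73 to 5.49, and the median peak ranked at 50.1% of its list. The largest listed change, in a Nek6 intron (chromosome 2, 38518590 to 38518858), had peaks with 14 and 16 reads in F0 CD replicates 2 and 5. The Ttc23 region is the second of the list. The Cacnb2 promoter region (chromosome 2, 14981514 to 14981725) had 16 and 18 reads in replicates 4 and 6. The distal region listed for Fech (chromosome 18, 64408541 to 64408758) had 10 and 15 reads in replicates 2 and 3. None of the closed regions could pass the detection test, which needs peaks in at least 5 F0 CD libraries. A run of at least 10 CA or TG units lay in 7 of the 25, and in 39.9% of the consensus regions found in 2 libraries. Of the 25 regions, 23 had the same coordinates as a consensus region. The Stard4 region differed in its start, and the Irx5 region had a peak in F0 CD replicate 2 alone and no consensus region. With peaks of q under 0.001 alone, the difference in detection, F0 WD minus F0 CD, was -19.3 percentage points.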

List of the closed regions identified by ATAC-seq (top 25 region with a threshold for fold change (FC) of -1 and p-value < 0.05 are shown).

**Supplementary figure 5: Transcription motif analysis in sperm chromatin open and closed regions.**

Motif enrichment analysis conducted with HOMER for (A) open and (B) closed chromatin regions, indicating the top-scoring motifs, q-values (with a threshold for threshold  $q < 0.05$ ), best-match transcription factors, and percentage of target versus background.

**Supplementary figure 6: Glycerol tolerance test and hepatic triglycerides are not altered in females coming from obese fathers.**

(A) Glycerol tolerance test at 12 weeks of age of females from both father types ( $F1_{F0\ CD}$ ,  $n=11$ ;  $F1_{F0\ WD}$ ,  $n=14$ ) Statistical significance was assessed using two-way repeated measures ANOVA test.

(B) Hepatic triglycerides levels after 6 hours of fasting at 12 weeks of age off females from both father types ( $F1_{F0\ CD}$ ,  $n=6$ ;  $F1_{F0\ WD}$ ,  $n=6$ ). Statistical significance was assessed using Student's *t*-test.

How the deposited data were processed for this re-analysis (not part of the article)

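ATAC-seq of cauda epididymal sperm was analysed from 6 F0 CD and 4 F0 WD males, 1 library per mouse. According to the methods and the submitters' processing notes, the authors trimmed reads with Trim Galore 0.6.10, aligned them to mm10 (GRCm38) with Bowtie2 2.4.5, removed duplicates with Picard 2.24.0, removed alignments of quality under 5, shifted the reads for the transposase offset, kept fragments of 50 to 115 bp and called peaks with MACS2 2.2.7.1 at q 0.05 with a shift of -100 and an extension of 200 bp. Replicates were not pooled.

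In the deposited peak lists the score is the authors' integer score of each peak from MACS2, made from its q value. The fold enrichment in the deposited lists is a ratio of the reads at the summit to the local background with a pseudocount of 1. The p and q values were deposited by the authors as −log10 values. The lists hold no read counts, so the count model of the authors was not repeated, and the motif and gene ontology analyses were not run. Fold and score were used only to describe or rank peaks within a list.

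Distinct intervals were counted as peaks, since several summits can share an interval. Intervals overlapping by at least 1 bp were merged, and regions detected in at least 2 libraries were kept, as in the methods. Detection was tested by Fisher's exact test (two-sided) per region at an unadjusted p under 0.05, with Benjamini-Hochberg adjustment beside it. Numbers and shares per library were compared by exact permutation over all 210 splits, and the Jaccard index likewise, one-sided. Other splits for counts of regions were limited to 100, drawn with a fixed seed and including the diets. All 210 splits had been examined once before these were drawn. Annotation used GENCODE M21 with a promoter window of 3 kb and a downstream window of 300 bp. A region was a promoter region where any start site lay within the window, and unplaced scaffolds were left out of sequence measures. Repeat-masked bases are the lower-case bases of the GRCm38 reference. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.

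The reads at a summit and the background were solved from the fold and the Poisson p for summits with a −log10 p under 60, and 99.994% of those tried gave a whole number of reads, within 0.001 of the −log10 p. The lowest background describes the relative depth of the libraries. The smallest called summits held 9 to 13 reads, which limits what a missing peak can show.

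The test was checked on simulated detection over 24763 regions with 200 changed regions, from the detection rates of the real libraries. With detection in 95% of one diet and 5% of the other, 91.1% of the regions changed towards F0 WD and 92.5% of those changed towards F0 CD were recovered, and with 80% and 20%, 38.0% and 37.8%. Of the unchanged regions, 1.11% and 1.10% were called in these simulations. The similarity test was simulated over 3000 regions with detection in 30% of the libraries, of which 300 per direction were gained, to 80% of the libraries of that diet. It was first simulated with regions gained in F0 WD alone, which it did not detect in any of 20 runs. The test was kept as fixed, and simulations with gains in both diets and with no gain were added, which gave a p under 0.05 in 20 and 0 of 20 runs. Smaller gains were not simulated.

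The regions named in the text were chosen by a rule written before the data were examined, which names the loci of Fig. 1C, the 5 listed regions with the largest listed change in each direction, and the 5 regions of each direction with the best median rank among those found in every library of one diet and no library of the other. The paper's values for its listed regions had been seen when the rule was written. In each direction 1 of the listed regions is not reported here by name. The Adgrl3, Stard4 and Irx5 regions were named after their values were seen. The epididymal epithelium, spermatid and immune cell gene lists were also written beforehand. The alternatives were the q threshold, the summits counted, the overlap, the gap merged, the number of libraries required, the share of the smaller set in place of the Jaccard index, the same number of peaks per list, mid-p, the promoter window, each library left out, and the replicate number as a block. Leaving out unplaced scaffolds and counting regions found in 2 or more libraries of one diet alone were added after the data were examined.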

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

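For chromosome X the test of depth, and for the unplaced scaffolds the test between the diets, were chosen only after the values were seen.

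Of the peaks of F0 CD replicate 1, 0.353% (48 peaks) lay on chromosome X, which stood apart from the other 5 F0 CD libraries (0.186% to 0.230%) by the gap between the highest value and the next over the range. It was the 1 group above the critical value among the 26 groups of libraries examined, and chance puts about 1 in 20 groups above it. The number of reads argues against depth as the cause, since the lowest background of F0 CD replicate 1 was 4.12 reads and F0 CD replicate 3, with 4.42, had 0.211% of its peaks on this chromosome. A short list as the cause is argued against too, since with the best 13366 peaks of every list its share was 0.359%, against at most 0.262% in the other F0 CD libraries (SD 0.0144). F0 WD replicate 2 had 0.285% in its full list and 0.314% with equal lists, so the value of F0 CD replicate 1 is not far above all other libraries. The number of peaks is small, chance stays open, and no biological explanation was tested. In all libraries the share was far below the 6.49% that chromosome X makes up of the length of the chromosomes compared, and the cause of this was not tested.

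The lists hold 1052 peaks on unplaced scaffolds, 75 to 126 per library, which the paper does not discuss and whose methods exclude alternative chromosomes. They made up 0.592% ± 0.151 (SD, n = 6) of the peaks in F0 CD and 0.634% ± 0.155 (SD, n = 4) in F0 WD. The difference of 0.0412 percentage points (standard error 0.0993, exact two-sided permutation test, p = 0.700) was smaller than the SD of the F0 CD libraries, so a difference between the diets as large as that SD was not seen. With the scaffolds left out there were 24608 consensus regions, and the 137 and 116 regions detected more often in F0 WD and F0 CD were the same regions.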

How the results depend on the processing

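Leaving out unplaced scaffolds, and counting regions with peaks in 2 or more libraries of one diet and none of the other, were chosen after seeing the data; the other settings were set before the data were examined.

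The number of consensus regions was within 1.5 times the value reported under 15 of 17 alternatives and moved to 13445 with 3 libraries and to 113493 with 1 library required, which follows from the rule itself. With each library left out it stayed between 20667 and 23168.

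Towards F0 WD, 88 regions passed with peaks of q under 0.001, and 58 of the 137 regions overlapped them; the cause was not tested. Towards F0 CD 85 passed under that setting, with 35 of the 116 regions overlapped, and 87 where a peak had to cover 50% of the region, with 47 of the 116 overlapped. With the same number of peaks per list 74 passed towards F0 CD, with 52 of the 116 overlapped, and 345 with mid-p, which also passes patterns that the exact test does not. The rule of 2 or more libraries of one diet alone, which uses no test, gave 1302 regions for F0 WD and 5409 for F0 CD. With 4 F0 WD and 6 F0 CD libraries, these counts cannot be compared directly between the diets. With each library left out the number ranged from 84 (without F0 WD replicate 2) to 245 (without F0 CD replicate 2) towards F0 WD and from 112 (without F0 WD replicate 4) to 284 (without F0 CD replicate 5) towards F0 CD. The numbers without F0 CD replicates 1, 3, 4 and 6 were 234, 272, 232 and 193 towards F0 CD. With 5 F0 CD libraries a peak in 4 of them passes, so part of this comes from the test itself.

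The sources used here do not say that the replicate numbers pair the mice. The correlations of same-numbered libraries were -0.00546, 0.0357, -0.00722 and -0.0109, which gave no sign of a pairing. With the number as a block 0 regions passed in either direction, and the smallest p that this design allows is 0.125, so the block says nothing about these regions. The paired difference in the number of peaks was -2651 (exact sign-flip test, p = 0.750).

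The difference in the number of peaks ranged from -2897 (without F0 CD replicate 1) to 289.2 (without F0 CD replicate 2), which reversed it, and no exact p was under 0.468. The difference in similarity by diet ranged from -0.00232 (without F0 WD replicate 4) to 0.0137 (without F0 WD replicate 1) and was also reversed at -0.000706 without F0 CD replicate 6. The cause was not tested. Its other alternatives kept the direction with no p under 0.05.

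At the listed open regions the difference in detection was 33.0 percentage points with q under 0.001 and 38.0 with the same number of peaks per list, and at the listed closed regions -19.3 and -22.0, where fewer peaks enter by construction. With each library left out these stayed between 48.0 and 53.3 and between -36.0 and -29.6.

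The distal intergenic share of the consensus regions moved to 46.5% with a promoter window of 1 kb and to 43.8% with 3 libraries, and the promoter share to 6.68% and 16.1%. For the differentially detected regions, the distal share minus that of the other regions was reversed to -0.805 percentage points (Fisher's exact p = 0.260) under the rule of 2 or more libraries. The promoter share minus that of the others was reversed to 0.161 with q under 0.01 (Fisher's exact p = 0.927) and to 2.06 under that rule (Fisher's exact p = 0.000144). The cause was not tested.

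Depth limits what a missing peak shows, since the smallest called summit held 9 to 13 reads and the listed regions had a median of 4 reads above it. In simulated data with detection in 90% of one diet and 10% of the other, 74.2% (F0 WD) and 74.7% (F0 CD) of changed regions were recovered and 1.09% of unchanged regions were called. Of the consensus regions of the libraries, 1.02% were called.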

Differences from the paper's values

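The paper reports 211 open regions, and 137 regions were detected more often in F0 WD here. For closed regions the paper reports 239, and 116 regions were detected more often in F0 CD. The scales are not the same, since the paper tests read counts per region with a threshold on the fold change and the values here count libraries with a peak. Of the alternatives set before the data were examined, mid-p came within 1.5 times both of the paper's values, with 194 and 345 regions. Leaving out any one F0 CD library did so too, with 170 to 245 regions towards F0 WD and 160 to 284 towards F0 CD. Without F0 WD replicate 4 the number towards F0 WD (177), and without F0 WD replicate 1 the number towards F0 CD (165), was also within 1.5 times. The other settings were not, namely both stricter q thresholds, the same number of peaks per list, 3 libraries, the wider merging, both other overlap rules, the replicate block, and the F0 WD libraries left out in the direction not named.

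Of the 50 listed regions that the paper calls, the detection test calls the Adgrl3 region alone. The others had peaks in too few libraries to pass it. Under the rule of peaks in 2 or more libraries of one diet and none of the other, chosen after seeing the values, each listed open region and each listed closed region but that at Irx5 would be taken in, among 1302 and 5409 regions in all.

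The paper gives more closed than open regions. Here more regions were detected more often in F0 WD, while mid-p, and leaving out F0 CD replicate 1, 3, 4 or 5 or F0 WD replicate 1, 2 or 3, gave more towards F0 CD, and without F0 CD replicate 6 both directions had 193. A call towards F0 WD can rest on 3 libraries and one towards F0 CD needs at least 5. The order of the directions here therefore cannot be set directly against that of the paper. The paper gives a higher distal intergenic share for open than for closed regions and the opposite for introns. Of its 25 listed open and 25 listed closed regions, 17 and 10 were distal by the annotation used here, in the order of the paper. Of these listed regions 6 open and 6 closed were intronic. Here 38.7% of the regions detected more often in F0 WD and 56.9% of those detected more often in F0 CD were distal, and 39.4% and 29.3% were intronic. With peaks of q under 0.01 the distal shares were 38.7% and 50.5% and the intronic shares 41.2% and 31.4%, and with a promoter window of 1 kb 42.3% and 62.1% and 44.5% and 31.9%, which kept this order. With the same number of peaks per list the distal shares were 45.1% and 43.2%, in the order of the paper, and the intronic shares 36.8% and 36.5%, not in its order. Under the rule of 2 or more libraries, chosen after seeing the values, they were 42.7% and 42.4% distal and 34.7% and 36.2% intronic. Distal intergenic and intronic regions together were the most frequent categories in both directions, as the paper states.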

Other observations

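Of the tests reported here, those of the number of peaks between the diets, of the splits for one direction or for regions of one diet alone, of the depth of F0 WD replicate 4, and of its similarity against libraries with lists of like length, and the shuffling of peaks among libraries, were chosen only after the result was seen.

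Splits of the 10 libraries into 6 and 4, the diets included, were compared by the number of regions past p 0.05. This test was set before the data were examined, and all 210 splits had been examined once before 100 were drawn for the counts given here. Of the 100 splits, 61 had as many as the 253 of the diets, and the highest other among them had 615, so chance cannot be excluded. Towards F0 WD 69 splits had as many as 137 (highest other 592) and towards F0 CD 22 had as many as 116 (highest other 290). Regions with peaks in 2 or more libraries of one side and none of the other were as many in 25 splits (highest other 7950). The count of 615, the highest among the 100, for the split of F0 CD replicates 2 and 6 and F0 WD replicates 2 and 3 from the rest, points to a structure of the libraries that does not follow the diets. A difference in the length of the lists was tested as its cause. With the best 13366 peaks of every list, the highest count among the other splits was 1.90 times their median (2.29 times with all peaks). A highest count lies above the median without any structure too, so the peaks of each region were shuffled among the libraries with equal lists, and in 20 shuffles this ratio was 1.11 to 1.23, which argues against list length as the whole cause of the spread between splits. The split with 615 regions had 392 with equal lists, and the highest count with equal lists, 432, was that of F0 CD replicates 2, 4 and 6 and F0 WD replicate 2 against the rest, so a part of list length in these counts stays open. With equal lists the diets gave 207 regions, the median of the other splits was 228, and 84 of 100 splits had as many as the diets. Because the diets were below the median of the other splits with all peaks too (269), this leaves open whether list length shaped the number for the diets.

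The number of peaks did not rise with the recovered background over the 10 libraries (Pearson r = -0.391, permutation p = 0.276; Spearman rho = -0.418, permutation p = 0.233), which argues against a higher number of reads as the cause of a longer list. Without the 2 libraries farthest from the median background the coefficients were -0.667 and -0.714. The means of the diets differed by -1867 peaks (standard error 2775), below the SD of 5830 peaks among the F0 CD libraries, so a difference as large as that SD was not seen. What sets the number of peaks stays open.

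F0 WD replicate 4 shared fewer regions with the other libraries, with a mean Jaccard index of 0.219. Its lowest background of 3.71 reads was above the median of the libraries, which argues against a lack of reads. Repeat-masked bases made up 45.3% of its peaks on average, within the range of the others, so no excess of peaks in repeats was seen. F0 CD replicate 3, with 44.5%, had the lowest index among the others, 0.252. A low share of repeats as a contribution therefore stays open. With equal lists the index of F0 WD replicate 4 was 0.234, and the lowest of the other 9 was 0.248 with an SD of 0.0148 among them. The remaining gap was below that SD, so by this bound a contribution of its short list stays open. As the whole cause a short list is argued against by the 2 libraries with lists at most 10% longer. F0 CD replicates 1 and 5, with 13601 and 14239 peaks, had 0.264 and 0.253 with all peaks and 0.275 and 0.263 with equal lists, and the smaller gap to F0 WD replicate 4, 0.0289, was above the SD. Its peaks had the highest median GC content, 48.5% against at most 48.3% in F0 CD replicate 3, so a GC bias may contribute. The diet does not set it apart, since the other 3 F0 WD libraries had 0.273 to 0.284, and the individual mouse was not tested.

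The closed region at the Gpx5 promoter raised the hypothesis that chromatin of epididymal epithelium differed between the diets. Of 20 promoters of an epididymal list, which includes Gpx5, a gene the study picked from these libraries, 1.00 ± 0.632 had a peak in F0 CD libraries (SD, n = 6) and 0.500 ± 0.577 in F0 WD libraries (SD, n = 4; exact two-sided permutation test, p = 0.343, adjusted p = 0.514 over 3 lists). The paper reports that its qPCR of sperm preparations detected no C-kit as a marker of testicular germ cells and no E-cadherin as one of epithelial cells (Supplementary Fig. 2A), a measure of RNA and not of chromatin. With so few peaks, a difference between the diets in such chromatin stays open here. Spermatid promoters, 15 in all, had 0.833 ± 1.60 and 0.250 ± 0.500 (exact permutation p = 0.900), and 10 immune cell promoters had 1.33 ± 0.816 and 0.250 ± 0.500 (exact permutation p = 0.0762, adjusted p = 0.229). How many of these genes are expressed in sperm was not examined.

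Regions found in more libraries held more repeats. Repeat-masked bases made up 46.7% of regions found in 2 libraries, 77.1% to 78.6% of those found in 6 to 9, and 66.3% of those found in all 10, which is consistent with repeats being part of why a region is found again. Their median width also rose, from 301 bp in 2 libraries to 594 bp in all 10.

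A run of at least 10 CA or TG units lay in 47.5% of the consensus regions and in 4.64% of the positions 5 kb away, a ratio of 10.2. The share was 39.9% for regions in 2 libraries (3.78% for the positions 5 kb away), 58.3% for those in 6 or more (6.37%) and 40.4% for those in all 10 (4.81%). It was above that of the positions 5 kb away in each of these classes, which is consistent with a link with such repeats. Reads shared between runs were weighed by run length. Of the runs in the reference, 10.6% of those with 10 to 14 units and 4.14% of those with 25 or more overlapped a consensus region, a ratio of 0.391, the opposite of what shared reads would give, although the filter on alignment quality also removes reads that lie wholly inside long runs. Between the diets the mean share of peaks with a run differed by 1.68 percentage points (30.2% ± 3.31 in F0 WD, 28.6% ± 3.85 in F0 CD, SD; standard error 2.28; exact two-sided permutation test, p = 0.505), which leaves an effect of the diet open at this number of mice. Whether the runs are accessible in sperm or are preferred by the transposase or by the selection of short fragments was not tested.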
